# Bromodomain Inhibitors Modulate FcγR-Mediated Mononuclear Phagocyte Activation and Chemotaxis

**DOI:** 10.3389/fimmu.2022.885101

**Published:** 2022-05-10

**Authors:** Gemma D. Banham, Colin Y. C. Lee, John R. Ferdinand, Rebeccah J. Matthews, Chenzhi Jing, Nicholas Smithers, Rab K. Prinjha, Menna R. Clatworthy

**Keywords:** BET inhibitors, systemic lupus erythematosus (SLE), Fcγ-receptor, dendritic cell chemotaxis, antibody-mediated inflammation

## Abstract

IgG antibodies form immune complexes (IC) that propagate inflammation and tissue damage in autoimmune diseases such as systemic lupus erythematosus. IgG IC engage Fcγ receptors (FcγR) on mononuclear phagocytes (MNP), leading to widespread changes in gene expression that mediate antibody effector function. Bromodomain and extra-terminal domain (BET) proteins are involved in governing gene transcription. We investigated the capacity of BET protein inhibitors (iBET) to alter IgG FcγR-mediated MNP activation. We found that iBET dampened IgG IC-induced pro-inflammatory gene expression and decreased activating FcγR expression on MNPs, reducing their ability to respond to IgG IC. Despite FcγR downregulation, iBET-treated macrophages demonstrated increased phagocytosis of protein antigen, IgG IC, and apoptotic cells. iBET also altered cell morphology, generating more amoeboid MNPs with reduced adhesion. iBET treatment impaired chemotaxis towards a CCL19 gradient in IC-stimulated dendritic cells (DC) *in vitro*, and inhibited IC-induced DC migration to draining lymph nodes *in vivo*, in a DC-intrinsic manner. Altogether, our data show that iBET modulates FcγR-mediated MNP activation and migration, revealing the therapeutic potential of BET protein inhibition in antibody-mediated diseases.

## Introduction

IgG antibodies propagate inflammation and cause tissue damage in a number of autoimmune diseases and in solid organ transplantation. Their pathogenicity is exemplified by systemic lupus erythematosus (SLE), a disease characterized by the deposition of autoantibody-containing immune complexes (IC) in tissues such as the skin or kidney (1). Many pro-inflammatory effects of IgG are mediated by binding to Fcγ receptors (FcγRs). These surface glycoproteins are expressed by many immune cells, including monocytes, macrophages and dendritic cells (DCs), collectively termed mononuclear phagocytes (MNPs). FcγRs may be activating (in humans, FcγRIIA, IIIA, IIIB), or inhibitory (FcγRIIB) (2, 3). Deficiency or dysfunction of FcγRIIB results in susceptibility to SLE in both mice and humans (3–8), highlighting the importance of this pathway in disease pathogenesis.

Almost all tissues contain a network of MNPs, poised to detect and respond to local immune challenges. Deposited IgG IC may be phagocytosed by MNPs in an FcγR-dependent manner and undergo degradation and processing for antigen presentation (2, 9–11), although non-myeloid cells such as B cells also have the capacity to process and present antigen (12). FcγR cross-linking on macrophages also results in the production of inflammatory cytokines that assist in pathogen clearance, but can potentially propagate tissue inflammation in autoimmune diseases (7, 13). In DCs, IgG IC promote maturation and the expression of co-stimulatory molecules required for immunogenic antigen presentation to CD4 T cells (14, 15). In addition to a requirement for maturation, tissue-resident DCs must be geographically re-located from peripheral tissues to lymph nodes to permit interactions with T cells (16–19). This re-location is enhanced by FcγR cross-linking (20) increasing the likelihood of encountering naïve CD4 T cells with the relevant antigen receptor within lymph nodes, potentially promoting autoimmune T cell activation if autoantigen-containing IC have been internalized. Indeed, abnormalities in DC function, including antigen presentation and chemokine receptor function, have been reported in SLE (21, 22). Therefore, both macrophages and DCs play differing but important roles in mediating autoantibody-associated inflammation and represent a useful therapeutic target in this context.

FcγR-dependent MNP activation results in profound changes in gene expression that mediate antibody effector function (23). In the past decade, there has been an increasing appreciation of the importance of epigenetic marks such as DNA methylation and histone modifications in determining whether genes are expressed. Bromodomain and extra-terminal domain (BET) proteins (BRD2, BRD3, BRD4 and BRDT) are chromatin ‘reader’ proteins that detect acetylated histones and govern the assembly of the chromatin complexes required for gene transcription (24, 25). Given the pivotal role of BET proteins in transcriptional regulation, small molecule synthetic histone mimics that inhibit binding of acetylated histones to BET proteins have been developed as potential anti-cancer and anti-inflammatory drugs (26–28). I-BET151 (GSK525762A), referred to hereafter as iBET, is a potent inhibitor of BRD2, BRD3 and BRD4 (29, 30), which are ubiquitously expressed proteins, including in myeloid cells (25, 31).

Treatment options in autoantibody-mediated disease such as SLE remain limited. B cell-targeted therapy may reduce antibody generation, but limiting FcγR-associated immune cell activation by existing autoantibody remains an unmet need. Inhibitors of BET proteins have shown some utility in animal models of autoimmunity (32) including those with proven antibody-dependent component, such as collagen-induced arthritis (33). These small molecule inhibitors has also been shown to selectively inhibit the transcription of a subset of inflammatory genes in macrophages following toll-like receptor (TLR)4 stimulation (34, 35), including MNP chemo-attractants in tissue injury such as CCL-2. Here, we explored the potential of BET protein inhibitors to limit FcγR-mediated MNP activation.

We show that iBET dampened the expression of genes associated with IgG IC stimulation of MNPs and reduced the expression FcγRs on macrophages, decreasing their susceptibility to IgG-mediated activation. Interestingly, iBET increased macrophage phagocytosis, including phagocytic pathways independent of FcγR. iBET treatment also changed MNP morphology and resulted in a less adherent phenotype, prompting an assessment of its impact on DC migration. *In vitro*, IgG IC augmentation of DC chemotaxis to CCL19 was abrogated by addition of iBET. In keeping with this, systemic iBET treatment reduced IC-induced dermal DC mobilization *in vivo* and decreased their migration to draining lymph nodes, a DC-intrinsic effect. Together, our data confirm that iBET has a substantial impact on FcγR-mediated MNP activation and migration, and highlight therapeutic potential of bromodomain protein inhibitors to reduce tissue inflammation in antibody-mediated diseases, such as SLE.

## Materials and Methods

### Mice

Wild-type C57BL/6 mice, transgenic mice expressing enhanced yellow fluorescent protein (EYFP) under the control of the CD11c promoter, enhanced green fluorescent protein (EGFP) under the control of the human ubiquitin C promoter, and enhanced cyan fluorescent protein (ECFP) under the control of chicken β-actin promoter were obtained from Jackson Laboratories (Margate, UK). Fcγr2b-deficient mice on a C57BL/7 background (4) were provided by Jeff Ravetch (Rockefeller University, New York) and Silvia Bolland (National Institutes of Health, NIAID, Bethesda, MD). For all experiments, both male and female mice were used. For *in vivo* experiments, mice between the ages of 6 and 12 weeks were used. Mice were maintained in specific pathogen-free conditions at a Home Office-approved facility, with all procedures conducted in accordance with the United Kingdom Animals (Scientific Procedures) Act of 1986 and the GSK Policy on the Care, Welfare, and Treatment of Animals.

### iBET

I-BET151 (iBET) was supplied by GSK. For *in vitro* experiments, a stock solution of 10mM was prepared in DMSO solvent (Sigma) and was diluted and added to cell culture at the specified concentrations. For RNA sequencing experiments, BMDMs and BMDCs were treated with iBET at 5.0 and 3.3 μM respectively, added 30 minutes prior to immune complex stimulation. For *in vivo* experiments, iBET was administered at a concentration of 30 mg/kg, prepared by dissolving in normal saline containing 5% (v/v) DMSO and 10% (w/v) Kleptose HPB. For quantification of FcγR expression *in vivo*, mice were treated with intraperitoneal injection of iBET every 24 hours over 72 hours, followed by flow cytometry of harvested spleens.

### Immune Complexes

Endotoxin-free ovalbumin (1 mg/mL, Hyglos) was opsonized with a polyclonal rabbit anti-ovalbumin antibody (3.7 mg/mL, Sigma-Aldrich) at 37°C for 1 hour, at a 1:10 (v/v) ratio, to form insoluble immune complexes (IC), for stimulation of cells in culture or administration *in vivo*. Cells were harvested at defined time points and washed to remove free ICs. For RNA sequencing experiments, BMDMs and BMDCs were stimulated with immune complexes of ovalbumin for 4 hours. For phagocytosis assays, Alexa Fluor (AF)647-conjugated ovalbumin was used (Thermo Fisher), and conjugated with antibody as described above. For *in vivo* phagocytosis, 0.33 g/kg AF647-conjugated ovalbumin was opsonized with 3.2 g/kg polyclonal rabbit anti-ovalbumin antibody before injection. Phagocytic degradation products were identified by substituting Ova-647 with DQ^™^ Ovalbumin (Invitrogen), a conjugate that exhibits fluorescence only after proteolytic degradation.

### Culture of Mononuclear Phagocytes

For murine bone marrow-derived macrophages (BMDMs), bone marrow from femurs and tibias of mice were obtained by flushing with ice-cold sterile PBS and washed in ice-cold PBS. Bone marrow cells were then incubated in complete RPMI (cRPMI; 10% Hyclone FBS, 1% penicillin/streptomycin in RPMI-1640) supplemented with 100 ng/mL murine macrophage colony-stimulating factor (M-CSF, 100 ng/mL, PeproTech). Cells were cultured at 37°C over 5 days, with culture media being replaced on day 3. Adherent cells were harvested for downstream experiments and replated in cRPMI with M-CSF.

For murine bone marrow-derived dendritic cells (BMDCs), bone marrow cells were cultured in cRPMI supplemented with granulocyte-macrophage colony stimulating factor (GM-CSF, 40 ng/mL, PeproTech) over 8 days, with culture media being replaced on day 3 and 6. For BMDMs and BMDCs, cells were incubated with endotoxin-free ovalbumin (Hyglos) or immune-complexed ovalbumin for 24h at 37°C, on day 6 and 9 respectively, together with iBET at the specified concentration or DMSO control.

For murine peritoneal macrophages, the peritoneal cavity was flushed with 5 mL ice-cold sterile PBS. Cells harvested from peritoneal lavage were plated in cRPMI for 1 hour and adherent cells were used for downstream experiments.

Human monocyte-derived macrophages (moMac) were generated from the peripheral blood of healthy volunteers, obtained with informed consents under an IRB/EC approved protocol. Peripheral blood mononuclear cells (PBMCs) were isolated from Histopaque 1077 (Sigma-Aldrich) density separation, and monocytes enriched by negative selection using a MACS-based monocyte purification kit (Miltenyi Biotec). Purified PBMCs were cultured for 5-10 days in cRPMI with human M-CSF (0.1 μg/mL, PeproTech), supplemented every 72 hours, and subsequently stimulated with IC for downstream experiments.

### RNA Extraction and RNAseq Sample Preparation

BMDMs or BMDCs in culture were lysed using RLT plus buffer (QIAGEN), vortexed, snap frozen on dry ice, and stored at -80°C. To extract RNA from cell lysates, RNeasy plus micro kit (QIAGEN) were used according to the manufacturer’s instructions. Genomic DNA contamination was removed using Optimal DNA depletion columns (QIAGEN). Purified RNA was eluted in nuclease free water (Ambion) and stored at -80°C. To assess the quality and concentration of purified RNA, RNA pico chip (Applied Biosystems) on Bioanalyzer 2000 (Applied Biosystems) was used according to the manufacturer’s instructions. For all RNAseq experiments, samples had an RNA integrity number of >8. For library preparation, SMARTer^®^ stranded total RNAseq mammalian pico input kit (Takara) was used according to the manufacturer’s instructions. 5ng of total RNA was used for production of libraries. Library size was assessed using a High Sensitivity DNA chip (Applied Biosystems) on Bioanalyzer 2000 (Applied Biosystems) according to the manufacturer’s instructions. Concentration of the library was determined by qPCR using ROX low KAPA library quantification kit (Roche). Libraries were pooled at an equimolar concentration with up to 10 libraries per pool.

### RNA-Sequencing

For investigation of the effect of iBET treatment and immune complex stimulation on the transcriptome of murine BMDMs and BMDCs, we performed bulk RNA-sequencing (RNA-seq) using Hiseq 4000 (Illumina) on a 2 x 150bp sequencing run. Sequencing was performed by Genewiz. Pooled libraries were de-multiplexed by Genewiz using Casava (Illumina) before transfer of the data to the University of Cambridge. The Fastq files from libraries prepared using the Takara library prep were trimmed of the first 3 nucleotides of the R1 strand. Contaminating adaptor sequences and poor-quality bases removed (bases with a Phred 33 score of < 30) using Trim Galore! (Babraham bioinformatics). The Illumina library preps were only trimmed for quality. Sequencing quality of the resulting files was assessed using FastQC (Babraham bioinformatics). Fastq files were aligned to the mm10 genome using HISAT2.

Subsequent RNA-seq analysis was performed in the R statistical environment. Resulting data is available on GEO under accension numbers GSE200033 and GSE200226. Reads were counted and assigned to genes using the Featurecount function from the Rsubread package and differential expression analysis was performed using *DESeq2* with an appropriate design matrix according to the default workflow, and batch effects removed using the *sva* package. Figures were plotted using the *ggplot2*, *pheatmap*, and *EnhancedVolcano* packages. Gene Set Enrichment Analysis (GSEA, https://www.gsea-msigdb.org/gsea) was conducted using GSEA 4.1.0 according to developers’ instruction, using the pre-ranked option and classic setting. The rank metric for pre-ranked GSEA was calculated according to the following formula:

Rank metric=1/Pvalue∗(|LFC|/LFC)

Hallmark and Kegg gene sets were downloaded from Molecular Signature Database (MSigDB). Migratory DC gene sets were obtained from differentially expressed genes from previously published single cell RNA-sequencing analysis (GEO: GSE131957 and GSE137710) (36, 37).

### Quantitative Polymerase Chain Reaction

RNA extraction was performed using Ambion RNA PureLink kit (Life Technologies) according to the manufacturer’s instructions, from lysates of BMDMs. RNA concentration and purity were determined by Nanodrop spectrophotometry (Thermo Fisher) and subjected to cDNA synthesis using a High Capacity RNA-to-cDNA kit (Life Technologies). Quantitative polymerase chain reaction (qPCR) samples were performed in triplicate using Taqman reagents and the following TaqMan Gene Expression Assay primers and probes (Thermo Fisher). Primers used: *Gapdh* (Mm99999915_g1), *Hprt* (Mm03024075_m1), *Fcgr1* (Mm00438874_m1), *Fcgr2b* (Mm00438875_m1), *Fcgr3* (Mm00438882_m1), *Fcgr4* (Mm00519988_g1), *Il1b* (Mm00434228_m1), *Il6* (Mm00446190_m1), *Tnf* (Mm00443258_m1). qPCR was performed using the Viia 7 PCR machine (Life Technologies) and gene expression normalised to *Gadph* or *Hprt* using the 2^-ΔCt^ method.

### Flow Cytometry

Cells in culture, peritoneal lavage, splenocytes or lymph node cell suspensions were blocked with 0.5% heat-inactivated mouse serum for 15 minutes, followed by extracellular staining for 1 hour at 4°C using a combination of fluorophore-conjugated antibodies. Staining for CCR7 was performed at room temperature. Viability staining was performed using LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit (Life Technologies) or Zombie™ UV/Aqua Fixable Viability Dye (Biolegend) according to manufacturer’s instructions. Fells were fixed in PBS containing 1% formaldehyde, 0.02% sodium azide, 2% glucose. Cell counting was performed using 123count eBeads (eBioscience). Flow cytometry data collection was performed on a LSRFortessaTM (Becton Dickinson) flow cytometer and data analysed using FlowJo software (BD, version 10.6). Antibodies used are listed in **Supplementary Information**.

### Confocal Microscopy

Murine BMDMs and BMDCs were seeded onto glass cover slips sterilized with 70% ethanol prior to placement in 24 well culture plates, prior to addition of IC or iBET where appropriate. After incubation, cells were washed to remove free IC and fixed to cover slips by incubation with FACS FICS for 15 minutes. Cells were blocked and permeabilized in blocking buffer (0.1M TRIS, 1% BSA, 0.1% Triton X-100, 1% normal goat serum), and subsequently incubated with primary antibodies diluted in blocking buffer for 2 hours. Following washing with 0.1M TRIS, cells were incubated for 2 hours in appropriate secondary antibodies. Where relevant, slides were incubated with phalloidin diluted in blocking buffer for 1 hour. Cells were washed and mounted onto slides using VectaShield Hardset Mounting Medium with DAPI (Vector Labs). Images were acquired using a Zeiss 710 or Zeiss 780 confocal microscope and analysed using Imaris software (Oxford instruments). Antibodies used are listed in **Supplementary Information**.

### Phagocytosis of Apoptotic Cells

Thymi of C57BL/6 were harvested and passed through a 70 μm cell trainer. Thymocytes were labelled with cell tracker orange (ThermoFisher) according to manufacturer’s instructions, then rendered apoptotic *via* treatment with 1 μM dexamethasone (Sigma) for 17 hours (38). Murine BMDMs were pre-treated for 17 hours with iBET (0.5 μM) or DMSO control. Phagocytosis was assessed by flow cytometry, 4 hours after incubation of BMDMs with apoptotic thymocytes.

### *In Vivo* Immune Complex Peritonitis Model for Phagocytosis

Wild type C57BL/6 mice were injected with iBET (30 mg/kg.) or solvent control intraperitoneally, prepared as described above, with a second dose given 24 hours later. 1 hour later, Alexa Fluor 647-conjugated immune complexes or ovalbumin control were injected intraperitoneally. After 6 hours, mice were sacrificed, and peritoneal cavity resident immune cells were obtained by flushing with 3 mL of ice-cold sterile PBS (with 3% FBS). Peritoneal lavage was stained for subsequent flow cytometry analysis.

### *In Vivo* Kidney MNP Stimulation Assay for Phagocytosis

Wild-type C57/BL6 mice were injected intraperitoneally with iBET (30mg/kg) or solvent control, with a second dose given 24 hours later, followed by an intravenous dose of Alexa Fluor 647-conjugated immune complexes or ovalbumin control, injected *via* tail vein at a dose of 500 ng/g. After 60 minutes, mice were sacrificed and organs flushed with ice-cold PBS. For tissue dissociation of murine kidneys, organs were finely minced, and digested in RPMI-1640 medium containing 10mM Hepes, 1 mg/mL collagenase A (Roche), 0.1 mg/mL DNaseI (Roche) and 2% heat inactivated FCS (Sigma Aldrich) for 20 minutes. Tissue pieces were mechanically dissociated through a 70μm cell strainer and washed with PBS containing 2% FCS, and red blood cell lysis was performed using distilled H_2_O containing 0.83% (w/v) NH_4_Cl, 0.1% (w/v) NaHCO_3_, 100 mM EDTA. Single cell suspensions were subjected to a 44% v/v Percoll gradient (Sigma Aldrich) and washed thoroughly in ice-cold PBS for downstream analysis. For RNA extraction for qPCR, murine kidneys were submerged after harvest in RNAlater™ Stablisation Solution (Invitrogen) for storage, and later homogenised in lysis buffer using Precellys^®^ homogenisation technology and RNA extracted using PureLink RNA Mini Kit (Invitrogen).

### *In Vitro* 3D Chemotaxis Assay

Migration of BMDCs to a chemokine gradient was assessed as previously described by Haessler et al. (39). Briefly, BMDCs derived from transgenic mice expressing a fluorescent tag were stimulated with IC for 24 hours in the presence of iBET or DMSO control. iBET-treated cells were ECFP labelled and DMSO-treated cells EGFP labelled. After washing, cells were resuspended to a concentration of 10 × 10^6^ cells/mL and incorporated within 300 μL of a 1.5 mg/mL bovine collagen gel (20 μL 10x Minimum Essential Media Eagle (Sigma), 20 μL water, 10 μL 7.5% sodium bicarbonate solution (Sigma), 50 μL RPMI 1640, 150 μL 3mg/mL bovine collagen I (Sigma), 50 μL cell suspension in RPMI) loaded into a μ-Slide Chemotaxis chamber (Ibidi), according to the manufacturer’s instructions. The chamber was incubated for 15 minutes at 37°C, inverting once to ensure uniform cell distribution during collagen gelatination. Following incubation and solidification of the gel matrix, CCL19 (100 ng/mL, Peprotech) was applied to the chemoattractant solution reservoir and the sink reservoir was maintained base media. Migratory behaviour was imaged using time lapse confocal microscopy on an inverted Zeiss LSM 780 inverted confocal microscope with a 20X 0.9 NA objective, with stacked images taken every 45 to 60 seconds, over 2 to 4 hours.

### *In Vivo* Migration Assay: Intravital Imagine of Dermal DCs by Two Photon Microscopy

CD11cEYFP mice were anaesthetised with isoflurane and footpads were imaged at 915nm using a Zeiss 510 microscope, as previously described previously (40, 41). Briefly, a 70 μm-thick section of the dermis containing lymphatic vessels were scanned at 3 μm Z-steps every 45 seconds for 60 minutes, to generate time-lapse sequences. Imaging was alternated between left and right footpads over an 8 hour period to compare footpads in which 50 μL of ovalbumin or immune complexes had been injected 18 hours prior. Ovalbumin (0.1 mg/mL) was administered subcutaneously into the right footpad and immune complexes (50 μg Ova; 150 μg rabbit anti-Ova) to the left, so that animals acted as their own controls for immune complex stimulation. iBET or DMSO control was administered intraperitoneally two hours prior to ovalbumin or immune complex injection. Qdot^®^ A655 (Invitrogen Molecular Probes) was administered intravenously prior to imaging, to delineate dermal vasculature, where successful. The investigator performing the imaging was not blinded to information regarding treatment or stimulation.

### *In Vivo* Migration Assay: FITC Paint Model

Dermal DC migration was assessed using a FITC sensitization model, as previously described (20, 42). Ovalbumin or immune-complex ovalbumin was administered subcutaneously to the base of the tail, flank, or groin on the right and left side respectively of wildtype C57BL/6 mice, allowing for comparison of two experimental conditions within the same animal. At the same time, FITC (8 mg/mL, Sigma) was dissolved in equal volumes of acetone and dibutyl phthalate (Sigma) and 25 μL was applied to shaved skin over the site of IC administration. iBET (30 mg/kg) or solvent control was administered intraperitoneally thrice over a 48 hour period beginning at the time of IC administration. 48 hours after FITC application, draining inguinal lymph nodes and non-draining brachial lymph nodes were harvested for comparison. Lymph nodes were homogenized, passed through a 70 μm cell strainer, and digested in collagenase A (1 mg/mL, Roche) DNaseI (1 mg/mL, Roche), and 2% FCS in PBS for 20 minutes. The number of FITC+ cells were quantified by flow cytometry in harvested lymph nodes.

### Image Analysis for Chemotaxis and Migration Assays

Both *in vitro* and *in vivo* migration sequences were processed using Imaris software (Oxford Instruments, version 7.4). The Snapshot tool was used to generate time-lapse movies, still images and track histories. To characterize migration behaviour of individual DCs and obtain track statistics, all DC migration data was analysed using the surface tracking feature in Imaris. Specifically, x- and y-coordinates for each cell tracked were recorded to plot spatial trajectories, to obtain values for displacement and distance covered. Speed values were recorded over the entire sequence. The standalone version of Ibidi’s Chemotaxis and Migration Tool (Ibidi) was used to visualize tracks for *in vitro* movies. Track displacement was calculated in the x- and y-axes for the *in vitro* chemotaxis assay. Track length refers to the accumulated distance travelled by each cell over the observed period. The centre of mass represents the averaged point of all cell end points respective to the x- and y-axes.

### BMDC Transfer Model

Fluorescent labelled BMDCs were generated from transgenic EGFP or ECFP mice, as described above, and were stimulated with IC over 16 hours and treated with iBET or DMSO respectively. Cells were washed to remove free IC and injected subcutaneously into the flank or footpad of wild-type recipient C57BL/6 mice. 48 hours following BMDC transfer, draining and non-draining lymph nodes were harvested and fluorescently labelled DCs were quantified by flow cytometry.

### Statistical Analysis

With the expression of RNA-seq analyses, described above, statistical analysis was performed using Graphpad PRISM software (version 9.0). Data is expressed as mean ± SEM, mean with individual data points, or median with individual data points as indicated in figure legends. For comparisons, Wilcoxon matched-pairs signed rank test, nonparametric Mann-Whitney-U test or two-tail Student t-test were applied, as described in figure legends. * P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001, NS = not significant. Illustration in **Figure 6** was made in Affinity Designer (version 1.9).

## Results

### iBET Variably Inhibits FcγR Cross-Linking-Associated Transcriptional Changes in MNPs

To gain a global overview of the effect of iBET on FcγR-mediated MNP activation, we performed bulk RNA-sequencing (RNA-seq) on murine bone marrow-derived macrophages (BMDMs) following stimulation with insoluble IgG opsonized ovalbumin immune complexes (ICs) or ovalbumin control alone (Ova) for 4 hours (20), with iBET treatment or DMSO solvent control added 30 minutes prior to IC or Ova stimulation. 377 genes were significantly differentially expressed in IC+DMSO macrophages compared to 181 differentially expressed genes (DEGs) in IC+iBET cells (**Figure 1A**). Notably, the expression of several antimicrobial genes strongly driven by FcγR cross-linking, including *Irg1* and *Jag1* (43, 44), were abrogated by iBET treatment. Consistent with this, we observed a global dampening of top IC-inducible gene changes in iBET, including transcripts of known importance in inflammatory and NFκB signalling, such as *Tnf*, *Nfkbia*, *Nfkbie*, *Cxcl2*, *Ikbke*, etc. (**Figure 1B**). As anticipated, due to the extensive role of bromodomain proteins in transcriptional regulation (24, 25), treatment with iBET alone drove major changes in gene expression. 2263 genes were differentially expressed after just 4.5 hours of exposure to iBET, accounting for 9.3% of gene transcripts captured by RNA-seq (**Supplementary Figure 1A**).

**Figure 1:**
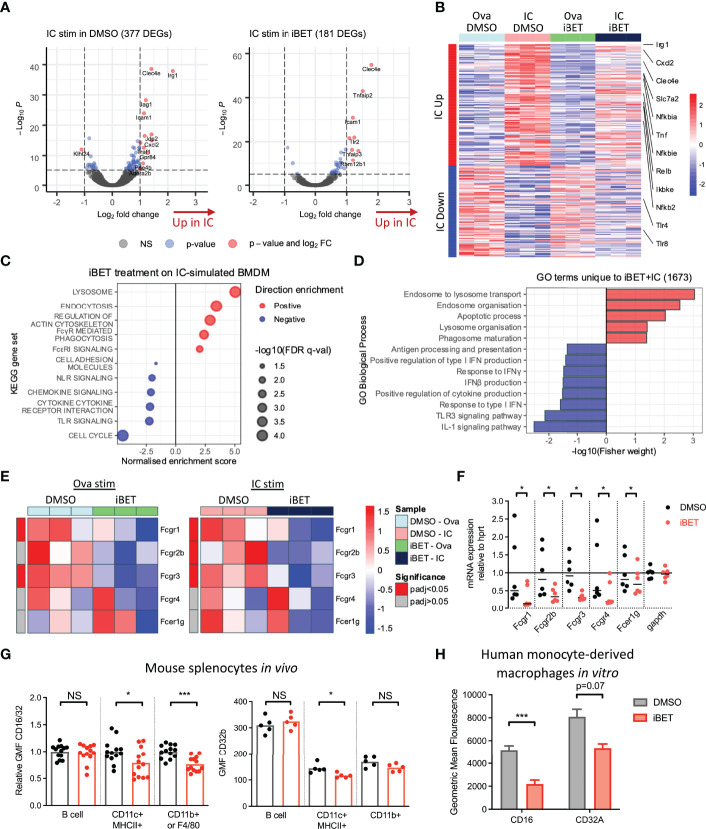
Gene expression changes induced by FcγR crosslinking are variably affected by iBET. **(A)** Volcano plots demonstrating DEGs stimulated by Ova-IC *vs* ovalbumin control, in the absence and presence of iBET, in murine BMDMs. (Adjusted P-value cut-off = 10e-6.) **(B)** Heat map of top 200 IC-induced DEGs with iBET treatment, with genes of interest involved in inflammatory signalling highlighted. **(C)** Gene set enrichment analysis (GSEA) of selected KEGG pathways affected by iBET treatment in IC-stimulated BMDMs; all FDR q-value < 0.05. **(D)** GO biological processes of DEGs unique to combination of IC stimulation and iBET treatment. **(E)** Heat map of *Fcgr* expression in BMDMs following iBET treatment, with Ova or Ova-IC stimulation. **(F)** qPCR of *Fcgr* expression in BMDMs following iBET treatment. Medians are shown, where points represent expression levels of BMDMs from individual mice (n=6). **(G)** Flow cytometry quantification of FcγR expression on splenic B cells, dendritic cells (DC) and macrophages *in vivo*, following systemic treatment with iBET for 3 days. Medians are shown for data representative of 4 independent experiments, points represent individual mice. **(H)** Flow cytometry quantification of FcγR expression on human monocyte-derived macrophages (moMac) *in vitro*, following treatment with iBET. Means ± SEM shown for data representative of 2 independent experiments from independent donors. BMDM RNA-seq data is representative of 3 biological replicates from independent mice. Significance testing using Wald test as described in DESeq2 **(E)**, Wilcoxon matched-pairs signed rank test **(F)**, Mann-Whitney U test **(G)**, and two-tailed Student’s t-test **(H)**.

To understand the biological significance of iBET-induced gene changes, we used gene set enrichment analysis (GSEA) (**Figure 1C** and **Supplementary Figure 1B**). iBET treatment down-regulated inflammatory signalling pathways, including interferon responses, ‘cytokine signalling’ and ‘toll-like receptor (TLR) signalling’ and ‘chemokine signalling’ in both IC and Ova-treated macrophages, with additional effects on genes relating to MNP phagocytosis (‘FcyR-mediated phagocytosis’) and morphology (‘regulation of actin cytoskeleton’). Gene Ontology (GO) biological processes enriched in DEGs unique to IC + iBET treatment (**Supplementary Figure 1C**) confirmed the anti-inflammatory effects of iBET, with negative enrichment of ‘response to IFNγ’ and ‘IL1 signalling pathway’ genes, but interestingly, induction of genes involved in phago-endocytic processes (**Figure 1D**).

Given effects on genes associated with FcyR-mediated phagocytosis, we next sought to profile whether iBET influenced the expression of FcγR genes themselves. RNA-seq of murine BMDMs showed reduced expression of activating receptors *Fcgr1* and *Fcgr3*, as well as the inhibitory *Fcgr2b* in iBET treated macrophages (**Figure 1E**), effects validated by qPCR (**Figure 1F**). Similarly, in bone marrow-derived dendritic cells (DC), iBET treatment also reduced *Fcgr* transcripts (**Supplementary Figure 2A**). 

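BMDCs were grown from the bone marrow of 5 mice (A to E) over 8 days with GM-CSF at 40 ng/mL. Cells of each mouse received DMSO or iBET at 3.3 μM and either ovalbumin (Ova) or Ova immune complexes (IC) for 4 hours, which gave 4 groups of 5 libraries. The methods state that iBET was added 30 minutes before stimulation, whereas the sample labels describe both as given at the same time. The labels give 5% DMSO for the DMSO groups and no DMSO content for the iBET groups. Whether the solvent was matched between iBET and DMSO cannot be read from them. The authors aligned the reads to the mm10 genome, counted them on genes, and deposited the counts together with the same counts divided by a size factor for each library. Total counts per library ranged from 16447491 to 26940397 (median 19753544) in the DMSO Ova group and from 19581528 to 25423871 (median 22736231) in the DMSO IC group. In the iBET Ova group they ranged from 16485258 to 25285129 (median 21592427), and in the iBET IC group from 18855680 to 29245150 (median 21936899). The ribosomal RNA gene Rn45s took between 2.7% and 8.61% of the counts of a library (median 5.43%). Of the 24421 genes listed, 6187 had no count in any library, and 12465 were kept by edgeR's filterByExpr and tested. All tests start from the deposited counts, normalized with edgeR's TMM method in one fit of the 20 libraries, and values are given as TMM-normalized CPM. Libraries of the same mouse deviated together from their group means, with a correlation across genes of 0.524 on average over 30 pairs of libraries, against -0.127 between different mice. Genes are not independent replicates, so these correlations carry no test. Deviations from a group mean cancel out over its mice, so the negative value between different mice follows from the centring and is no independent comparison. Results are given without and with the mouse as a replicate block. On the second principal component, with 14.9% of the variance, libraries of mice A and B lay between -33.8 and -18.6 and those of mice C, D and E between 9.83 and 23.5. Neither the labels nor the methods name a batch. Values within these sets of mice, which were chosen after the data were seen, are given beside the pooled ones.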

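Fcgr1, a protein-coding gene on chromosome 3 from 96282909 to 96293969 in GRCm38, had 62.7 ± 9.73 CPM (SD, n = 5 mice) with DMSO and Ova and 14.7 ± 1.74 CPM (SD, n = 5) with iBET and Ova. Its log2 fold change with iBET was -2.09 with Ova (standard error 0.159, adjusted p = 1.37e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.85 with IC (standard error 0.159, edgeR adjusted p = 7.17e-09). Fcgr2b, on chromosome 1 from 170958617 to 170976547, had 315 ± 34.7 CPM with DMSO and 126.5 ± 31.8 CPM with iBET (SD, n = 5 each) in the Ova groups. Its log2 fold change was -1.32 with Ova (standard error 0.171, edgeR adjusted p = 2.04e-06) and -1.25 with IC (standard error 0.171, edgeR adjusted p = 3.71e-06). Fcgr3, on chromosome 1 from 171051174 to 171064935, had 509 ± 135 CPM with DMSO and 213 ± 36.5 CPM with iBET (SD, n = 5 each) in the Ova groups. Its log2 fold change was -1.26 with Ova (standard error 0.181, edgeR adjusted p = 7.06e-06) and -1.09 with IC (standard error 0.18, edgeR adjusted p = 3.5e-05). With IC the CPM (SD, n = 5 each) with DMSO and with iBET was 46.5 ± 10.1 and 12.8 ± 2.6 for Fcgr1, 297 ± 55.7 and 125 ± 28.1 for Fcgr2b and 510.1 ± 95.4 and 239 ± 51.2 for Fcgr3. Each of these genes was lower with iBET in 5 of 5 mice under either stimulus. How reads that fit both Fcgr2b and Fcgr3, which are similar in sequence, were counted is not named in the paper's text, and the split of counts between this pair is uncertain to that extent. Fcgr4 had at most 40 counts in a library. Fcgr4 had a log2 fold change of -1.52 with Ova (edgeR adjusted p = 0.00728, lower in 5 of 5 mice) and -0.86 with IC, which did not pass (edgeR adjusted p = 0.113, lower in 4 of 5 mice). Fcer1g, which encodes the signalling chain of the activating receptors, had log2 fold changes of 0.13 (edgeR adjusted p = 0.345) and 0.11 (edgeR adjusted p = 0.438), higher in 4 of 5 mice under either stimulus. Of these 5 genes, 4 lay below 0 and 1 above 0 under each of the 3 scalings of the libraries. Adjusted over these genes alone, 4 were lower with Ova and 3 with IC, the same numbers as over all genes tested.
With the replicate block, the edgeR adjusted p with Ova was 1.3e-14 for Fcgr1, 2.94e-11 for Fcgr2b and 1.89e-11 for Fcgr3, and with IC it was 8.54e-14, 7e-11 and 9.12e-11. Fcgr4 then passed with IC as well (log2 fold change -0.89, edgeR adjusted p = 0.0121), and Fcer1g was higher with Ova (log2 fold change 0.14, edgeR adjusted p = 0.0179). Over the alternatives set in advance, the adjusted p ranged from 0.0121 to 0.409 for Fcgr4 with IC and from 0.000901 to 0.549 for Fcer1g with Ova. Within mice A and B the log2 fold changes with Ova were -2.13 for Fcgr1, -1.12 for Fcgr2b and -1.38 for Fcgr3, and within mice C, D and E they were -2.03, -1.45 and -1.09. With IC they were -1.88, -1.18 and -1.06 within mice A and B and -1.79, -1.28 and -1.08 within mice C, D and E. For Fcgr4 and Fcer1g with Ova they were -1.67 and 0.041 within mice A and B and -1.24 and 0.25 within mice C, D and E. Leaving out mouse B moved the log2 fold change of Fcgr4 with IC to -0.46 (edgeR adjusted p = 0.409), the largest move of these genes under those alternatives.

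**Figure D1:**
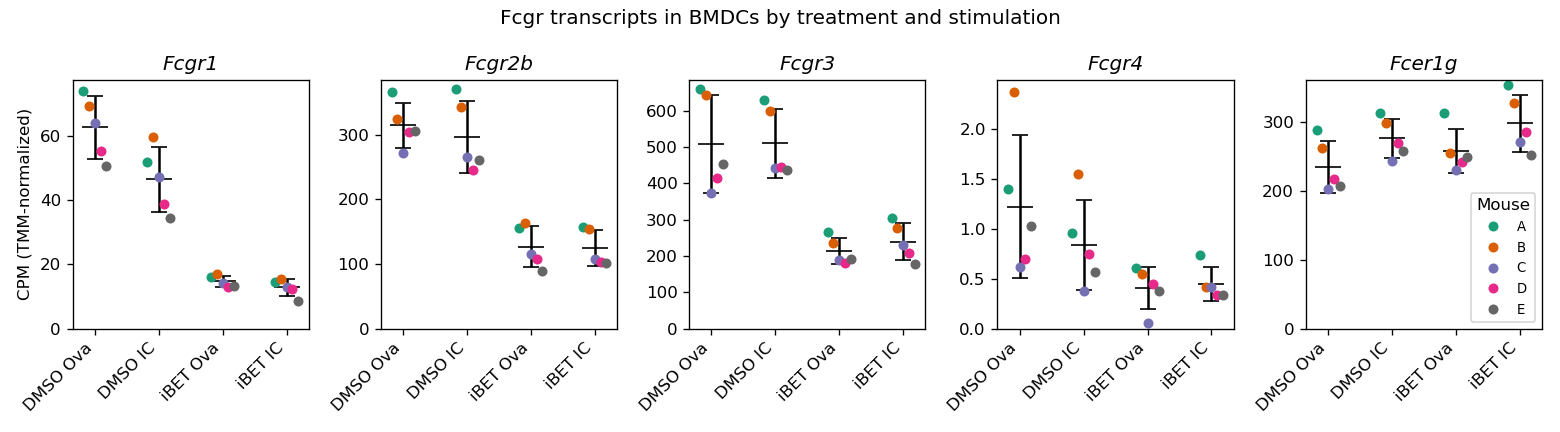
TMM-normalized CPM (vertical axes) of 5 FcγR genes in BMDCs of mice A to E in the 4 groups, with each library as a point and the mean and SD of 5 mice. Fcgr1 averaged 62.7 CPM with DMSO and Ova and 14.7 CPM with iBET and Ova, and Fcer1g averaged 236 and 258 CPM.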

We confirmed reduced cell-surface FcγR protein expression, (using a FcγRIIb/III-binding antibody, 2.4G2), on BMDM (**Supplementary Figure 2B**) and murine peritoneal macrophages (**Supplementary Figure 2C**) following *in vitro* iBET treatment. To explore the effects of iBET on FcγR expression *in vivo*, we treated mice systemically with iBET for 3 days. This resulted in a significant reduction in FcγRIIb/III expression on splenic CD11b+ macrophages and CD11c+ dendritic cells (DCs), with minimal effects on FcγRIIb expression, suggesting that the main effect of iBET *in vivo* is to reduce activating FcγR expression and to shift the activating-to-inhibitory (A/I) FcγR ratio to promote a less inflammatory state (**Figure 1G** and **Supplementary Figure 2D**). To demonstrate relevance in humans, we generated macrophages from peripheral blood monocytes, and similarly found a reduction in activating FcγR expression, particularly FcγRIII, following iBET treatment (**Figure 1H** and **Supplementary Figure 2E**).

### iBET Increases Macrophage Phagocytosis

Our analysis of the effect of iBET on the transcriptome of BMDMs (**Figures 1C, D** and **Supplementary Figure 1B**) suggested that phagocytic processes may be enhanced in MNPs, despite the reduced expression of FcγRs we identified (**Figures 1E-H**). To test this functionally, we quantified *in vitro* phagocytosis of fluorescent-labelled Ovalbumin (Ova) or IgG opsoni**s**ed Ova by BMDMs, and observed that iBET treatment significantly increased the per cell uptake of both Ova and Ova-IC, as evidenced by an increase in MFI (**Figure 2A**). Macrophage phagocytosis is not only important for clearing circulating immune complexes, but is also required to remove apoptotic cells. Indeed, reduced apoptotic cell clearance is thought to promote the breakdown of tolerance to nuclear antigens presented on the surface of apoptotic blebs, contributing to lupus pathogenesis (45, 46). We therefore generated apoptotic cell tracker-labelled thymocytes (38) and added them to BMDMs that were pre-treated with iBET or DMSO control. iBET treatment resulted in an increased accumulation of apoptotic cell debris within macrophages compared with DMSO-treated cells (**Figures 2B, C**).

**Figure 2:**
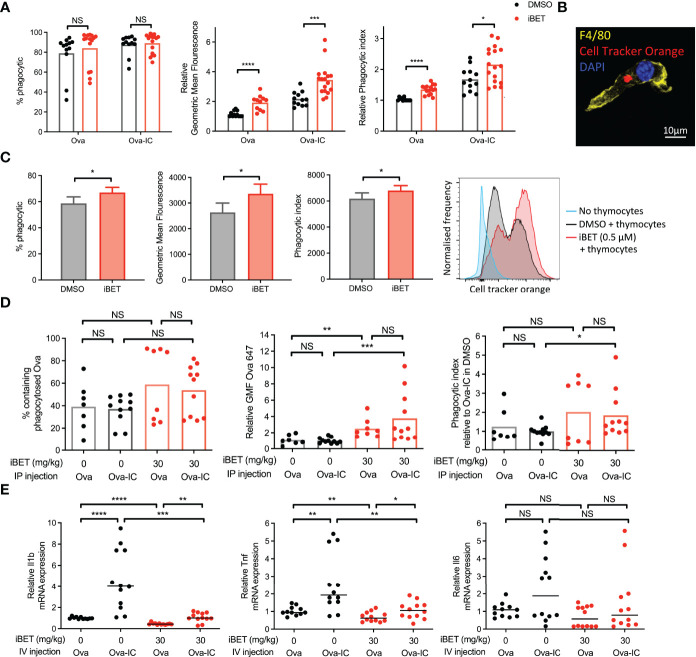
iBET alters macrophage phagocytosis. **(A)** Flow cytometry quantification for phagocytosis of fluorescent-labelled Ova-AF647 by murine BMDMs after 16 hours. Phagocytic index is the geometric mean fluorescence (GMF) of Ova+ gate (phagocytic macrophages). Means ± SEM shown for data representative of 5 independent experiments, normalized to DMSO-treated BMDMs in Ova, to allow comparison across experiments. **(B)** Representative image of murine BMDM with phagocytosed fluorescent-labelled (cell tracker orange) apoptotic thymocytes after 4 hours. **(C)** Flow cytometry quantification for phagocytosis of apoptotic thymocytes by BMDMs. Means ± SEM shown for data representative of 2 independent experiments. **(D)** Flow cytometry quantification for peritoneal macrophage accumulation of fluorescent-labelled immune complexed or soluble antigens *in vivo*. Medians are shown for data representative of 3 independent experiments, points represent individual mice. Relative values to untreated Ova-IC stimulated mice reported due to interexperimental variation in Ova-AF647 fluorescence. **(E)** qPCR of inflammatory cytokine expression in whole kidney tissue following iBET treatment and IC stimulation. Medians are shown from 2 independent experiments, where points represent expression levels from individual mice. Significance testing using two-tailed Student’s t-test **(A, C)**, Mann-Whitney U test **(D, E)**.

Next, we sought to determine the effect of iBET on macrophage phagocytosis *in vivo*. Mice were pre-treated with iBET or solvent control, followed by the administration of Ova or Ova-IC intraperitoneally (**Supplementary Figure 3A**). 6 hours post-IC challenge there was a similar proportion of Ova-positive macrophages in iBET-treated mice compared with controls however, the per cell uptake of both Ova and Ova-IC was significantly higher in the iBET group (**Figure 2D**). iBET treatment did not affect the frequency of peritoneal cells (**Supplementary Figure 3B**), nor phagocytosis by peritoneal DCs (**Supplementary Figure 3C**).

Increased levels of Ova fluorescence may result from increased antigen uptake or delayed lysosomal degradation leading to accumulation of fluorescent material. To probe this point, we generated insoluble IgG immune complexes with fluorescent DQ-Ova, a compound that fluoresces only upon proteolytic degradation in the lysosome. This did not indicate any delayed appearance of DQ-Ova in the presence of iBET (**Supplementary Figure 3D**). Indeed, at 15 minutes, increased accumulation was already evident. Interestingly, at later timepoints, the difference in DQ signal between iBET and DMSO-treated macrophages did not increase, as one might expect if there was impaired lysosomal degradation. Altogether, this data supports an increase in Fc-mediated phagocytosis in the presence of iBET.

We sought to extend our observations to a tissue context relevant to SLE, specifically the effect of circulating IgG immune complex on kidney resident macrophages. Kidney macrophages may arise from yolk-sac progenitors or be monocyte-derived, characterised by F4/80^high^ CD11b^int^ and F4/80^int^ CD11b^high^ expression respectively (47), and differ in their functional characteristics (48). Mice were pre-treated with iBET or solvent control, followed by intravenous administration of Ova or Ova-IC (**Supplementary Figure 4A**), where both populations of kidney macrophages have been previously shown to uptake immune complex (49). The administration of intravenous IC led to an increased frequency of F4/80^int^ CD11b^high^ kidney monocyte-derived macrophages (**Supplementary Figure 4B**), robust phagocytosis of Ova-IC compared with Ova alone, with little effect of iBET treatment (**Supplementary Figures 4C, D**). Despite this avid phagocytosis of circulating IgG IC, administration of iBET attenuated the IC-associated increase in pro-inflammatory cytokine gene expression in the kidney, including *Il1b* and *Tnf* transcripts (**Figure 2E**). Altogether, these data suggest that iBET may enhance the removal of both IgG ICs and apoptotic cells, without a corresponding increase in pro-inflammatory signalling, both potentially beneficial to attenuate lupus pathogenesis.

### iBET Alters MNP Morphology and Adhesion

Additional gene pathways regulated by iBET in BMDM included ‘*regulation of actin cytoskeleton’* (**Figure 1C** and **Supplementary Figure 1B**). Consistent with, we observed morphological changes in iBET-treated BMDMs *in vitro*, with a reduction in dendritic processes (**Figure 3A**), a decrease in cell surface area and volume, and an increase in sphericity (**Figure 3B**). At higher concentrations, iBET treatment resulted in a decrease in adherent cells observed per high power field (**Figures 3C, D**). Similar effects on cell morphology were observed in murine bone marrow-derived dendritic cells (BMDCs) following iBET treatment, with decreased cell adhesion and increased sphericity (**Figures 3E, F**), but no significant effects on cell viability (**Supplementary Figure 4E**). Overall, these iBET-induced morphological changes might reasonably be expected to influence cell motility and chemotaxis, processes of particular importance for tissue DCs, enabling migration from peripheral tissues to draining lymph nodes, critical for antigen presentation to, and spatial co-localisation with, CD4 T cells (9, 10).

**Figure 3:**
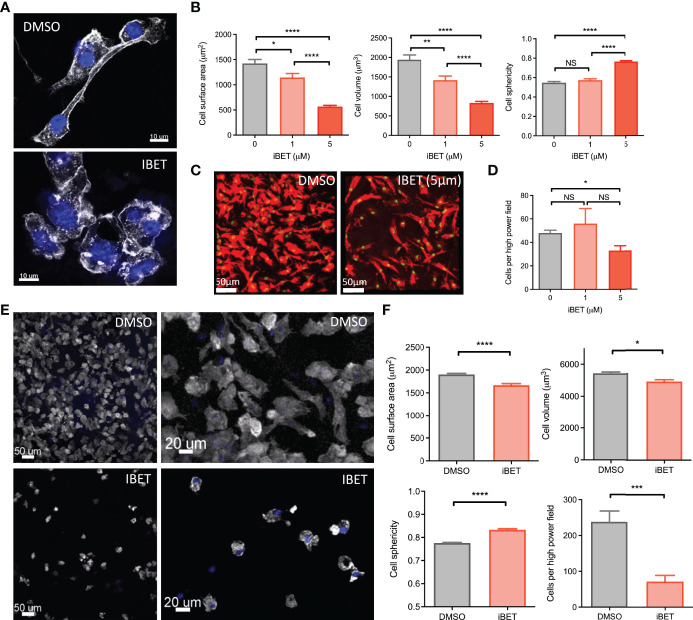
iBET alters MNP morphology and adhesion. **(A)** Representative images showing effect of iBET treatment on murine BMDM morphology *in vitro*. DAPI stain shown in blue, phalloidin in white. **(B)** Quantification of BMDM morphology by confocal microscopy of murine BMDMs following treatment with iBET for 24 hours. **(C)** Representative image change in BMDM adhesion after iBET treatment *in vitro*; phalloidin (red), DAPI (green). **(D)** Cells per high powered field observed after iBET treatment. Means ± SEM shown for data representative of 5 high-powered fields per condition. Means ± SEM shown for data representative of 5 high-powered fields per condition **(A–D)**. **(E)** Representative images showing effect of iBET treatment on murine BMDC morphology and adhesion *in vitro*. DAPI stain shown in blue, phalloidin in white. **(F)** Quantification of BMDC adhesion and morphology by confocal microscopy of murine BMDCs following treatment with iBET (3.3μM) for 24 hours. Means ± SEM shown for data representative of 10 high-powered fields per condition. Significance testing using two-tailed Student’s t-test **(B, D, F)**.

### iBET Limits Chemokine-Directed and IC-Induced DC Chemotaxis

GSEA of RNAseq of BMDCs treated with iBET (**Supplementary Figures 5A, B**) demonstrated negative enrichment of ‘chemokine signalling’ and ‘cell adhesion molecules’ gene sets with iBET treatment, in both Ova and Ova-IC treated DCs (**Supplementary Figure 5C**). Furthermore, *in vivo* migratory DC gene signatures curated from publicly available single-cell RNA-seq (scRNAseq) datasets of tissue cells (36, 37) were also negatively enriched in iBET-treated BMDCs compared with DMSO-treated cells (**Figure 4A** and **Supplementary Figure 5D**). Indeed, several genes known to be important for DC migration and maturation (36), including *Dock8* (a Cdc42-specific guanine nucleotide exchange factor that is critical for interstitial DC migration) (50), several chemokine receptors, and co-stimulatory molecules (51), were down-regulated in iBET-treated DCs (**Figure 4B** and **Supplementary Figure 5E**).

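With Ova (DEGs, iBET vs DMSO in Ova), 7057 genes had an edgeR adjusted p under 0.05 between iBET and DMSO (3449 higher and 3608 lower with iBET), and with IC (DEGs, iBET vs DMSO in IC) 6990 genes did (3378 higher and 3612 lower). Of these, 6116 passed under both stimuli, 6113 of them in the same direction. The numbers under the replicate block were 8560 and 8473, which included 7056 and 6987 of the genes called without it. In mice A and B alone they were 5484 and 5232, and within mice C, D and E 7350 and 7195. Of the alternatives set in advance, requiring an absolute log2 fold change of at least 1 moved both numbers the most, to 1865 (613 higher and 1252 lower) and 1867 (661 higher and 1206 lower). With library size only, 3014 genes were higher and 4005 lower with Ova, and 2982 higher and 4024 lower with IC.
Genes were ranked by the formula of the methods, the sign of the log2 fold change divided by p. Here p came from edgeR's quasi-likelihood test, whereas the methods name DESeq2 for differential expression. Gene lists were scored with the classic setting against 10000 random lists of the same size (two-sided). The members of the KEGG sets are not named in the paper's text. Lists built from gene symbols took their place, with chemokine ligands and receptors (58 symbols in the count table, 27 tested) and adhesion molecules (139 symbols, 67 tested). The normalized enrichment score (NES) of the chemokine genes was -1.83 with Ova and -1.86 with IC, with unadjusted permutation p values of 0.013 and 0.0112. Both were 0.0139 after Benjamini-Hochberg adjustment over 6 tests (3 lists under 2 stimuli). Of the chemokine genes, 13 were lower and 1 was higher with iBET at an edgeR adjusted p under 0.05 under either stimulus, over all genes and over the list alone. The log2 fold changes of 21 chemokine genes lay below 0 with Ova under each scaling, and with IC those of 20 did, or 19 with DESeq2's size factors. The adhesion genes had a NES of -2.34 with Ova (permutation test, adjusted p = 0.0027), with 32 genes lower and 11 higher. With IC their NES was -1.82 (permutation test, adjusted p = 0.0139), with 27 genes lower and 9 higher, and these counts were the same over the list alone. The log2 fold changes of 43 adhesion genes lay below 0 with Ova (42 with DESeq2's size factors, 44 with library size only) and of 40 with IC (41 with library size only).
With the replicate block, the NES of the chemokine genes was -2.55 with Ova (permutation test, adjusted p = 2e-04) and -2.26 with IC (permutation test, adjusted p = 0.00144). That of the adhesion genes was -2.60 (permutation test, adjusted p = 3e-04) and -1.91 (permutation test, adjusted p = 0.0083). Before adjustment, the smallest p that the random lists can give is 1e-04, and it was reached by the chemokine genes with Ova under the block. Within mice A and B the NES of the chemokine genes was -2.74 with Ova and -2.49 with IC, and that of the adhesion genes -1.85 and -2.03. Within mice C, D and E (NES, chemokine genes, iBET vs DMSO in Ova and NES, chemokine genes, iBET vs DMSO in IC) it was -2.50 and -2.45 for the chemokine genes and -2.86 and -1.97 for the adhesion genes. A weighted score on the signed root of the edgeR F statistic moved the NES of the adhesion genes to -1.55 with Ova (permutation test, adjusted p = 0.0127), the largest move among the NES of both lists under the alternatives set in advance. With IC it moved their NES to -1.32, which no longer passed (permutation test, adjusted p = 0.0613).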

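The genes of the migratory DC signatures are not named in the paper's text, so the ranking was examined for the genes drawn in Fig. 4B, of which 14 of 15 were tested. Icos, with 90 counts over 16 libraries, was not. The paper selected these genes for a figure of the same libraries, so their ranks describe the libraries and do not test the signature independently. Their NES between iBET and DMSO was -2.20 with Ova (permutation test, adjusted p = 0.0032) and -2.28 with IC (permutation test, adjusted p = 0.0027). Under the replicate block it was -3.00 and -2.99, both with a permutation p at the smallest value the random lists can give. It was farther below 0 than in the pooled fit both within mice A and B and within mice C, D and E, under either stimulus. In the ranking from the gene highest with iBET to the gene lowest, Lamp1 stood 40.3% of the way down with Ova and 41.3% with IC. Ccl17 stood at 53.9% and 62.8% and Ccr7 at 59.1% and 57.6%. Adam8 stood at 98.9% with Ova and at rank 12148 of the genes tested with IC, and Cxcl16 at 98.8% and 98.4%. The remaining 9 genes stood between 70.1% and 87.7% with Ova and between 70.0% and 85.5% with IC. With each mouse left out in turn, the NES stayed below 0 and kept an adjusted permutation p under 0.05 under either stimulus.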

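Dock8 lies on chromosome 19 from 24999534 to 25202432 in GRCm38. It had 251 ± 71.1 CPM (SD, n = 5 mice) with DMSO and Ova and 123 ± 14.4 CPM (SD, n = 5) with iBET and Ova, a log2 fold change of -1.03 (standard error 0.191, adjusted p = 0.000121 from edgeR's quasi-likelihood test). With IC it had 141 ± 28.3 CPM (SD, n = 5) with DMSO and 84.2 ± 20.2 CPM (SD, n = 5) with iBET, a log2 fold change of -0.75 (standard error 0.19, edgeR adjusted p = 0.00242). Dock8 was lower with iBET in 5 of 5 mice under either stimulus, and with the replicate block its edgeR adjusted p was 1.17e-07 with Ova and 3.98e-06 with IC. Within mice A and B its log2 fold change was -0.68 with Ova and -0.79 with IC, and within mice C, D and E it was -1.15 and -0.69. Of 18 chemokine receptor genes in the count table, 7 had enough counts to be tested, and all 7 had log2 fold changes below 0 with iBET under either stimulus and under each of the 3 scalings. Ccr2 had 487 ± 153 CPM with DMSO and 15.0 ± 1.14 CPM with iBET (SD, n = 5 each) in the Ova groups. Ccr2 changed by a log2 fold change of -5.02 with Ova (standard error 0.264, edgeR adjusted p = 7.37e-12) and -3.83 with IC (standard error 0.25, edgeR adjusted p = 1.53e-10), lower in 5 of 5 mice under either stimulus. Its edgeR adjusted p under the replicate block was 3.73e-14 and 1.08e-12. In mice A and B alone its log2 fold change was -4.71 with Ova and -3.15 with IC, and within mice C, D and E it was -5.14 and -4.17. Ccr1, Ccr3, Cxcr2 and Cxcr4 passed under either stimulus as well, with log2 fold changes between -2.71 (Ccr1) and -0.83 (Cxcr4) with Ova and between -2.69 (Ccr3) and -0.50 (Cxcr4) with IC.
Ccr7, on chromosome 11 from 99144196 to 99155077, had 461 ± 224 CPM (SD, n = 5) with DMSO and Ova, 331 ± 191 CPM with iBET and Ova, 546 ± 261 CPM with DMSO and IC and 409 ± 232 CPM with iBET and IC. Its log2 fold changes of -0.48 with Ova (standard error 0.511, edgeR adjusted p = 0.443) and -0.42 with IC (standard error 0.51, edgeR adjusted p = 0.506) were smaller than their standard errors. This fit had no mouse term, so its standard errors include differences between mice. With DMSO and Ova, Ccr7 was at 227.8 and 209.5 CPM in mice A and B. In mice C, D and E it was between 591.5 and 680.5 CPM. Ccr7 was lower with iBET in 5 of 5 mice under either stimulus, and with the replicate block its log2 fold changes were -0.57 (standard error 0.0913, edgeR adjusted p = 2.14e-05) and -0.51 (standard error 0.091, edgeR adjusted p = 7.2e-05). Fits of mice A and B alone gave -0.82 and -0.73, and within mice C, D and E -0.36 and -0.32. Over the alternatives set in advance the adjusted p of Ccr7 ranged from 2.38e-08 to 0.584 with Ova and from 8.47e-07 to 0.58 with IC.
Of the genes of Fig. 4B that were tested, 10 were lower with iBET at an edgeR adjusted p under 0.05 under each stimulus, and 11 when p was adjusted over the list alone. Under the replicate block 12 were lower and 1, Lamp1, was higher with Ova (log2 fold change 0.12, edgeR adjusted p = 0.0287), and 13 were lower with IC. Without the block Lamp1 had log2 fold changes of 0.11 (edgeR adjusted p = 0.441) and 0.10 (edgeR adjusted p = 0.514), higher in 4 of 5 mice under either stimulus. Over the alternatives set in advance its adjusted p with Ova ranged from 0.00247 to 0.64. Ccl17 had log2 fold changes of -0.082 with Ova (edgeR adjusted p = 0.748) and -0.28 with IC (edgeR adjusted p = 0.246). With Ova its direction changed with surrogate variables in the fit (0.0026, edgeR adjusted p = 0.974). The effect of iBET with IC differed from that with Ova by 0.28 on the log2 scale for Adam8 (edgeR adjusted p = 1, and 0.345 over the list alone), in the same direction in 5 of 5 mice. Under the replicate block this difference was 0.27 (edgeR adjusted p = 0.103, and 0.0224 over the list alone), and it was 0.23 within mice A and B and 0.30 within mice C, D and E. For Ccr2 the difference was 1.19 (edgeR adjusted p = 0.426, and 0.0103 over the tested chemokine receptor genes alone). With the replicate block the edgeR adjusted p was 0.0144, and 0.000286 over those genes alone. Over all genes tested, the difference of Ccr2 passed under 2 of the alternatives set in advance and did not under 11. It was 1.56 within mice A and B and 0.96 within mice C, D and E. The paper states that several genes of DC migration and maturation were lower with iBET, directly after it gives the negative enrichment of the migratory DC signatures.

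**Figure D2:**
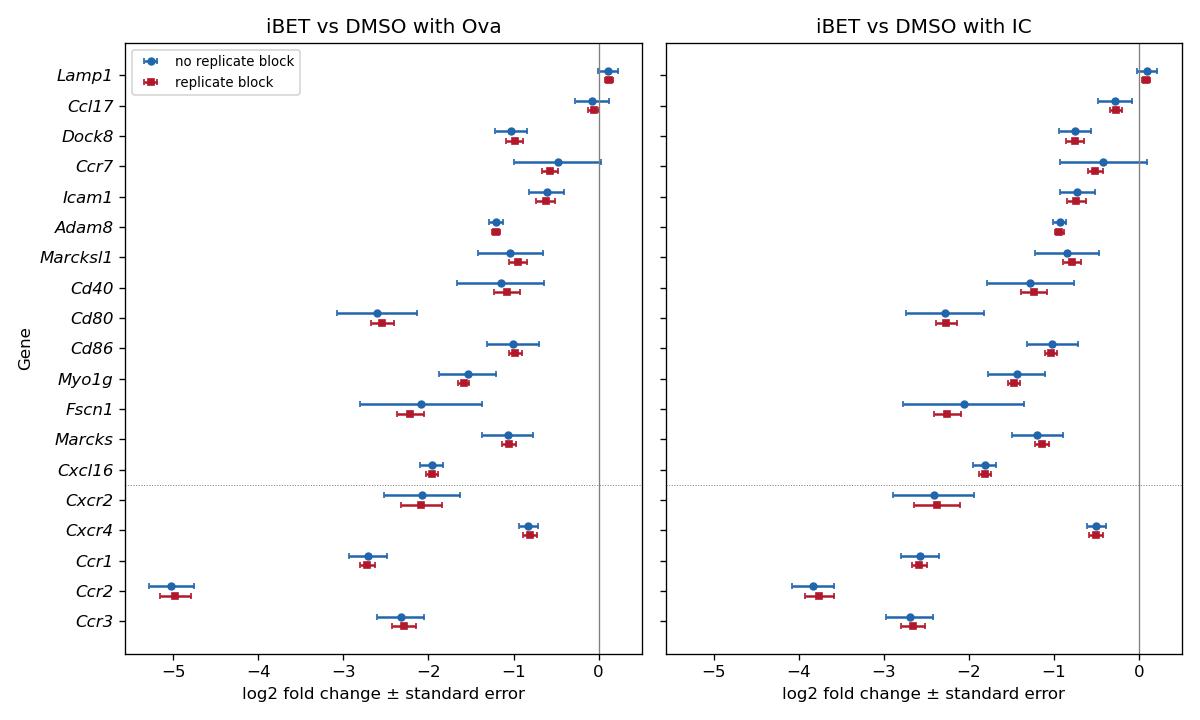
Log2 fold change between iBET and DMSO (horizontal axes) with its standard error for the tested genes of Fig. 4B, above the dotted line, and other chemokine receptor genes, below it, with Ova (left) and IC (right), n = 5 mice per group; circles are fits without and squares fits with the replicate block. Of the genes drawn, Ccr2 lies farthest from 0, at -5.02 with Ova and -3.83 with IC, and Lamp1 lies above 0 under each of the 3 scalings.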

**Figure 4:**
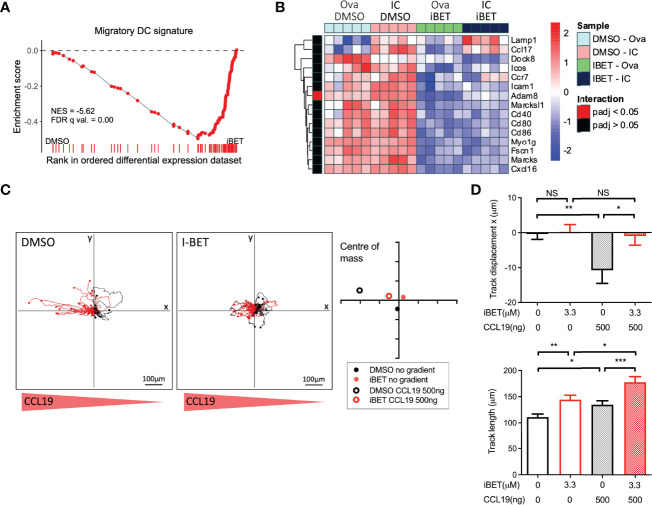
iBET limits DC migration *in vitro*. **(A)** GSEA of gene signature specific to migratory DCs, curated from scRNAseq data, in iBET treated murine BMDCs. Gene signature derived from Brown et al. (2019), GEO: GSE137710. **(B)** Heat map of expression of selected genes involved in DC migration and maturation. **(C)** Representative migration tracks of Ova-IC stimulated BMDCs over 2 hours, and average centre of mass in a 3D collagen matrix with or without a 500ng CCL-19 gradient. Red track marks represent cells with final displacement in the direction of the chemokine gradient. **(D)** Selected chemotaxis parameters from **(C)**. Means ± SEM shown for data representative of 3 independent experiments, including at least 180 tracked BMDCs for each condition. RNA-seq data is representative of 5 biological replicates from independent mice. Significance testing using Student’s t-test.

A major mechanism by which tissue DCs migrate to lymph nodes is *via* CCR7-dependent chemotaxis to CCL19 and CCL21 (18, 19), a process stimulated by FcyR cross-linking on DCs (20). iBET treatment of IC-stimulated DCs embedded within a three-dimensional collagen matrix (52) led to reduced chemotaxis towards a CCL-19 gradient compared with DMSO-treatment, although iBET had no effect on overall DC movement or migration speed (**Figures 4C, D** and **Supplementary Figure 5F**). Consistent with our observations on the effect of iBET on MNP chemotaxis, we found that iBET impaired recruitment of monocyte-derived macrophages to the kidney in our model of systemic IC administration (**Supplementary Figure 4B**).

To determine if iBET inhibited IC-stimulated chemotaxis of endogenous DCs *in vivo* we used intravital two-photon microscopy to assess the movement of dermal DCs in WT and *Fcgr2b* ^-/-^ CD11cEYFP mice (20), the latter a model for enhanced activating FcyR signalling (3). Systemic iBET treatment significantly decreased IC-induced DC track displacement, reflecting directional mobilization, in both strains, with variable effects on DC movement and speed, consistent with an inhibition of chemotaxis but not chemokinesis (**Figures 5A-D**).

**Figure 5:**
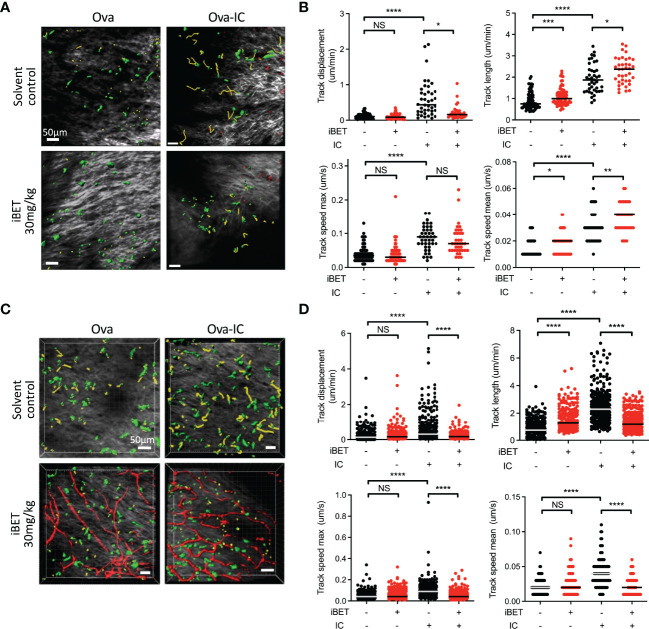
iBET impairs IC-associated DC chemotaxis *in vivo.* **(A)** Representative images showing movement of CD11c-YFP labelled dermal DCs in mice footpads by two-photon microscopy. Following treatment with iBET or solvent control, CD11c-YFP reporter mice were injected with Ova in one hind footpad and Ova-IC in the contralateral footpad, with imaging under isoflurane anaesthesia 18 hours later. Green shows DCs, yellow shows representative migration tracks of respective DCs. **(B)** Quantification of chemotaxis of dermal DCs in mice footpads. **(C)** Representative images showing movement of CD11c-YFP labelled dermal DCs and **(D)** quantification of chemotaxis in footpads of FcγRIIb -/- mice. Blood vessels labelled with Qdot^®^ probe (red), shown where successful. For all, medians are shown for data representative of 2 independent experiments, points show individual tracked dermal DCs. Significance testing using Mann-Whitney U test.

### iBET Impairs IC-Stimulated DC Migration Towards Lymph Nodes

Next, we asked whether iBET could prevent dermal DCs from completing their migration to draining lymph nodes, using an established FITC paint model (20) to label dermal DCs, followed by local administration of IC and simultaneous systemic treatment the mice with iBET (**Supplementary Figure 6A**). At 48 hours post-IC stimulation, there was a significant reduction in the frequency of FITC^+^ MHC class II^high^ CD11c^+^ DCs in draining lymph nodes in iBET-treated mice compared to controls. This reduction was observed in both tissue-resident EPCAM+ Langerhans cell, as well as CD103+ conventional DCs (**Figures 6A, B** and **Supplementary Figure 6B**). We also noted a reduction in FITC-labelled DCs in non-draining lymph nodes, and that mice treated systemically with iBET had smaller lymph nodes. This was associated with a reduction in live cells in non-draining lymph nodes (**Figure 6C**), suggesting iBET may affect homeostatic leucocyte migration to lymph nodes, even in the absence of an inflammatory stimulus.

**Figure 6:**
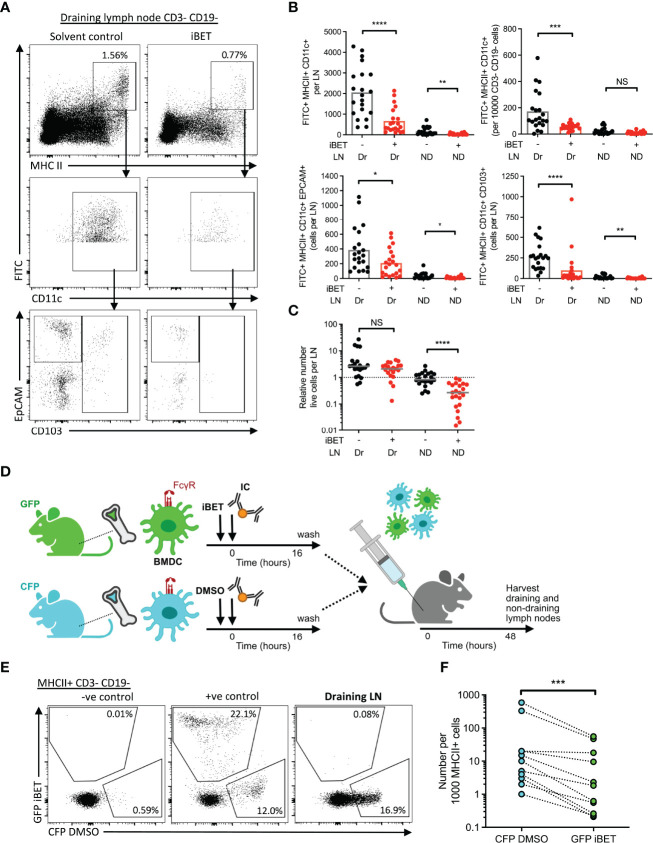
iBET impairs IC-stimulated DC migration to lymph nodes. **(A)** Representative flow cytometry plots of draining lymph nodes of mice from FITC paint model. FITC paint was applied topically to shaved skin of mice to label dermal DCs, stimulated and treated with IC and iBET with appropriate controls, and draining lymph nodes were harvested 48 hours later. **(B)** Flow cytometry quantification of dermal DCs from draining and non-draining lymph nodes from FITC paint model. Medians are shown for data representative of 4 independent experiments, points show individual mice. **(C)** Lymph node cell number in FITC paint model following iBET treatment. **(D)** Diagram of experimental set up for murine BMDC transfer model. BMDC were cultured from fluorescent-labelled mice and treated with iBET or DMSO followed by transfer to wild-type mice. Recipient mice were culled 48 hours alter and lymph nodes were harvested. **(E)** Representative flow cytometry plot of CFP and GFP staining of DCs in draining lymph nodes. **(F)** Flow cytometry quantification of DC composition in draining lymph nodes. Data shown is representative of 10 mice from 3 independent experiments. Significance testing using Mann-Whitney U test **(B, C)** and Wilcoxon matched-pairs sign rank test **(E)**.

The reduction in DC migration observed in iBET-treated animals could be due to direct cell-intrinsic effects on DCs, or due to effects on cells involved in governing chemotaxis, such as chemokine-producing stromal cells. We therefore utilized a DC transfer model in which BMDCs from green fluorescent protein (GFP)-expressing mice and cyan fluorescent protein (CFP)-expressing mice were stimulated *in vitro* with IC, and simultaneously treated with iBET or DMSO respectively (**Figure 6D** and **Supplementary Figure 7A**). An equal mixture of iBET and control DCs (**Supplementary Figure 7B**) were administered subcutaneously to wild-type mice, and the number of DCs reaching draining lymph nodes quantified. We observed a significant reduction in the proportion of iBET-treated DCs reaching the draining lymph node compared with DMSO-treated DCs (**Figures 6E, F**).

## Discussion

BET family proteins play an important role in controlling the transcription of proinflammatory and immunoregulatory genes (31), evidenced by the action of the BET protein inhibitor JQ1 in suppressing immune signalling gene networks with nodes converging on RELA-, JUN- and STAT1-mediated transcriptional responses (53). Here, we interrogated the effects of the bromodomain inhibitor iBET (GSK525762A) on macrophages and DCs and their responses to IgG IC, demonstrating attenuation of FcyR crosslinking-associated inflammatory gene expression (including those involved in NFκB signalling), and chemotaxis, but an enhancement of antigen internalisation. Bromodomain inhibitors have been shown to have marked anti-inflammatory effects in many models of autoimmune and inflammatory disease (32–35, 53, 54). Consistent with our findings, the BET protein BRD4 has been shown to be required for the complete trans-activation of RELA in proinflammatory NFκB signalling in other contexts (55). In inflammatory renal disease, inhibition of bromodomain proteins may reduce NFκB-mediated tissue damage (56). Further, BET protein inhibitors irreversibly suppressed the development of type I diabetes in NOD mice by promoting an anti-inflammatory phenotype in pancreatic macrophages, rather than infiltrating T cells, *via* modulation of the NFκB genes (54).

BET protein inhibition has also been showed to modulate JAK and STAT kinase-dependent inflammatory signalling. In human monocyte-derived macrophages, transcription of STAT targets downstream of cytokine stimulation, such as TNFα, interferon (IFN)-β and IFN-γ, were suppressed by BET inhibition, without affecting activation of the STAT protein itself (57). In a mouse model of non-alcoholic steatohepatitis, inhibition of BET proteins significantly reduces the expression of STAT1-dependent IFN-γ in liver tissue (58). Our transcriptomic data show that several cytokine pathways that rely on downstream JAK-STAT signalling were suppressed by treatment with iBET, including type I and II interferon, interleukin (IL)-2 and IL-6. Additionally, BET protein inhibition reduced IC-induced production of inflammatory cytokines in tissue-resident macrophages, which has also been previously shown in the context of LPS stimulation (35, 59), thus subduing an auto-inflammatory loop potentiated by autocrine cytokine signalling.

Importantly, we found that iBET reduces the expression of FcγRs that engage IgG IC *in vitro* and *in vivo*, with a greater effect on activating FcγRs versus the inhibitory FcγRIIb. The resulting shift in the A/I FcγR ratio on the surface of MNPs towards a more inhibitory state would be predicted to increase the activation threshold of MNPs encountering IgG-IC, potentially contributing to the attenuated change in gene expression observed in response to FcγR cross-linking. This suggests that iBET could limit inflammation by increasing macrophage activation thresholds, and in DCs, the FcγR A/I ratio has also been shown to control the magnitude of T cell activation (60).

Beyond effects on FcγR-induced inflammatory gene expression, our transcriptomic analysis also indicated that iBET may alter several additional MNP functions, including antigen internalisation and migration. Strikingly, we observed increased per cell uptake of soluble protein antigen, large, insoluble immune complex, and apoptotic cells in iBET-treated macrophages, the latter an established source of nuclear antigens contributing to pathogenic ICs in SLE (61). The effect of iBET in dampening activating FcyR and pro-inflammatory gene expression, combined with this increase in phagocytosis may well promote non-inflammatory clearance of ICs by tissue-resident MNPs. In DCs, where endo-phagocytic processes precede antigen processing and presentation, iBET may facilitate the clearance of IgG-opsonised antigens while preventing downstream activation and maturation, including co-stimulatory molecule expression (62, 63), which we observed were decreased in iBET-treated BMDC. 

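Cd80, on chromosome 16 from 38455561 to 38496335 in GRCm38, was at 21.0 ± 11.3 CPM (SD, n = 5 mice) in BMDCs with DMSO and Ova and at 3.49 ± 1.23 CPM (SD, n = 5) with iBET and Ova. Its log2 fold change was -2.60 with Ova (standard error 0.472, adjusted p = 9.8e-05 from edgeR's quasi-likelihood test) and -2.27 with IC (standard error 0.457, edgeR adjusted p = 0.000285). Cd86, on chromosome 16 from 36603869 to 36666081, was at 96.5 ± 38.4 CPM (SD, n = 5) with DMSO and Ova and at 48.1 ± 15.6 CPM (SD, n = 5) with iBET and Ova. Its log2 fold changes were -1.01 with Ova (standard error 0.301, edgeR adjusted p = 0.00755) and -1.02 with IC (standard error 0.3, edgeR adjusted p = 0.00696). Cd40, on chromosome 2 from 165055627 to 165072948, was at 4.39 ± 2.74 CPM (SD, n = 5) with DMSO and Ova, where it had between 20 and 175 counts in a library, and at 1.97 ± 0.916 CPM (SD, n = 5) with iBET and Ova, with between 14 and 75 counts. The log2 fold change of -1.15 with Ova did not pass (standard error 0.513, edgeR adjusted p = 0.0627), and that of -1.27 with IC did (standard error 0.511, edgeR adjusted p = 0.0401). Each of these genes was lower with iBET in 5 of 5 mice under either stimulus. All of them passed under the replicate block, with edgeR adjusted p values of 9.6e-12 for Cd80, 1.77e-09 for Cd86 and 7.57e-06 for Cd40 with Ova and of 2.05e-11, 8.05e-10 and 1.04e-06 with IC. Over the alternatives set in advance the adjusted p of Cd40 ranged from 3.72e-08 to 0.192 with Ova and from 3.37e-11 to 0.114 with IC. The log2 fold changes in mice A and B with Ova were -1.94 for Cd80, -0.85 for Cd86 and -0.36 for Cd40, and within mice C, D and E they were -2.76, -1.01 and -1.26. With IC they were -2.33, -1.12 and -1.13 within mice A and B and -2.20, -0.94 and -1.24 within mice C, D and E.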

Of note, our study did not probe the precise mode of antigen internalisation affected by iBET, which may be *via* endocytosis, fluid-phase pinocytosis or phagocytosis (64–69). This may be of interest for future study.

Our observations that iBET altered the ‘dendritic’ morphology of cells in culture mirrors observations in neurons reported previously (70). However, we additionally demonstrate that iBET inhibited DC chemotaxis and migration from skin to draining lymph nodes following IgG IC stimulation, important processes that enable autoantigens to be presented to CD4 T cells to propagate pathological responses. Of note, BRD4 has been described to be important in the movement of other cell types, including malignant cell metastases (71, 72). Our observations on the effects of iBET on MNP trafficking may also contribute to previously described effects in attenuating leucocyte accumulation in LPS-induced vascular and lung inflammation (73). Of note, abnormalities in monocytes and DCs have been observed in patients with lupus (74–77) and we have previously shown that engagement of activating FcγRs on tissue DCs by autoantibody-containing IC in lupus leads to the migration of DCs to draining lymph nodes (20). Furthermore, the lupus-associated polymorphism in human FCGR2B (rs1050501) (78) that results in receptor dysfunction (7, 8) is associated with increased CCR7 expression on DCs following IgG IC stimulation, driving enhanced migration to the T cell zone of lymph nodes, propagating autoimmunity and inflammation. Hence, iBET inhibition of IgG IC-driven DC migration may represent a useful therapy to break this pro-inflammatory feed-forward loop in antibody-mediated autoimmune diseases such as lupus. Future studies might also address the effects of iBET on monocyte migration and recruitment.

Despite the role of BET proteins in epigenetic regulation, epigenetic mechanisms underlying BET inhibitors and control of inflammation remain poorly characterised. In the context of TLR4 ligation, suppression of NFκB directed super-enhancer dependent pro-inflammatory gene transcription is thought to underlie anti-inflammatory effects observed. FcγR crosslinking is also known to induce epigenetic changes, where chromatin remodelling has been described to underlie IC-induced IL-10 secretion in macrophages (79) and contribute to dysregulated inflammatory responses in rheumatoid arthritis (80). However, more detailed investigation of the precise epigenetic changes associated with FcγR-driven inflammation is required to optimize the application of bromodomain inhibitors.

In conclusion, our study provides mechanistic insight into the potential therapeutic benefit of iBET in the setting of antibody-driven inflammation. We show that bromodomain inhibitors modulate IC driven MNP responses altering surface A/I FcγR ratios and reducing pro-inflammatory gene networks whilst increasing the phagocytosis of IC and apoptotic cells. Importantly, iBET inhibited DC chemotaxis and limited migration to lymph nodes, with potential pro-tolerogenic effects in reducing antigen presentation to CD4 T cells. Overall, our work emphasises the potential of modulating epigenetic processes for the treatment of IC-mediated autoimmune diseases.

## Data Availability Statement

The RNA sequencing data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database under accension codes GSE200033 and GSE200226.

## Ethics Statement

The studies involving human participants were reviewed and approved by IRB/EC. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by REC12/EE/0446.

## Author Contributions

GB designed and performed experiments, data analysis and interpretation. CL performed data analysis and interpretation, analysed gene expression data, and wrote the manuscript. JF provided guidance on experiment design and data analysis. RM and CJ performed experiments. NS and RP was involved in conception and design of the study. MC supervised the project, designed and performed experiments, and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study received funding from GSK for RNA sequencing experiments. GSK was not involved in the study design, collection, analysis, interpretation of data, the writing of this article or the decision to submit it for publication. GB was funded by a Wellcome Translational Medicine and Therapeutics PhD grant (102728/z/13/z). CL was funded by the Gates Cambridge scholarship and University of Cambridge School of Clinical Medicine. JF, RM, CJ, and MC were supported by the National Institute of Health Research (NIHR) Cambridge Biomedical Research Centre and the NIHR Blood and Transplant Research Unit in Organ Donation (NIHR BTRU-2014-10027), and MC by a Medical Research Council New Investigator Research Grant (MR/N024907/1) and an Arthritis Research UK Cure Challenge Research Grant (21777).

## Conflict of Interest

Author NS and RP are employees of and shareholders in GlaxoSmithKline (GSK). This study received funding from GSK. GSK had the following involvement with the study: funded RNA sequencing.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Bromodomain Inhibitors Modulate FcγR-Mediated Mononuclear Phagocyte Activation and Chemotaxis
**Source:** Front Immunol. 2022 May 10;13:885101. doi: 10.3389/fimmu.2022.885101
**Supplement:** Supplementary file 8

Supplementary Material

# Supplementary Tables

**Supplementary table 1.1: Antibodies**

| Antigen | | Fluorophore | | Clone | | Species/Isotype | | Supplier | | Product number | | Dilution | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Mouse: | |  | |  | |  | |  | |  | |  | |
| CCR7 | | PE | | 4B12 | | Rat/IgG2a, κ | | Biolegend | | 120106 | | 1:100 | |
| CD103 | | PE | | M290 | | Rat/IgG2a, κ | | BD Biosciences | | 557495 | | 1:200 | |
| CD11b | | eFluor® 450 | | M1/70 | | Rat/IgG2b, κ | | Biolegend | | 101224 | | 1:200 | |
| CD11c | | eFluor® 450 | | N418 | | Armenian hamster/IgG | | eBioscience | | 48-0114-82 | | 1:200 | |
| CD11c | | PE | | N418 | | Armenian hamster/IgG | | eBioscience | | MA5-16878 | | 1:200 | |
| CD11c | | PECy7 | | N418 | | Armenian hamster/IgG | | Biolegend | | 117318 | | 1:200 | |
| CD16/32 | | PECy7 | | 2.4G2 | | Rat/IgG2b, κ | | BD Biosciences | | 560829 | | 1:200 | |
| CD16/32 | | PE | | 2.4G2 | | Rat/IgG2b, κ | | BD Biosciences | | 553145 | | 1:200 | |
| CD19 | | PE | | eBio1D3 (1D3) | | Rat/IgG2a, κ | | eBioscience | | 12-0193-83 | | 1:200 | |
| CD19 | | PECy7 | | eBio1D3 (1D3) | | Rat/IgG2a, κ | | eBioscience | | 25-0193-82 | | 1:200 | |
| CD19 | | PERCP Cy5.5 | | 6D5 | | Rat/IgG2a, κ | | Biolegend | | 115534 | | 1:200 | |
| CD19 | | BV785 | | 6D5 | | Rat/IgG2a, κ | | Biolegend | | 115543 | | 1:200 | |
| CD3 | | BV605 | | 17A2 | | Rat/IgG2b, κ | | Biolegend | | 100237 | | 1:200 | |
| CD3 | | BV785 | | 17A2 | | Rat/IgG2b, κ | | Biolegend | | 100231 | | 1:200 | |
| CD32b | | APC | | AT130-2 | | Mouse/IgG2a, κ | | eBioscience | | 17-0321-82 | | 1:200 | |
| CD45 | | FITC | | 30-F11 | | Rat/IgG2b, κ | | eBioscience | | 11-0451-85 | | 1:200 | |
| CD45 | | UV395 | | HI30 | | Mouse/IgG1, κ | | BD Biosciences | | 56427 | | 1:200 | |
| EpCAM | | APC | | G8.8 | | Rat/IgG2a, κ | | eBioscience | | 17-5791-82 | | 1:200 | |
| F4/80 | | FITC | | BM8 | | Rat/IgG2a, κ | | eBioscience | | 11-4801-85 | | 1:200 | |
| F4/80 | | BV605 | | BM8 | | Rat/IgG2a, κ | | Biolegend | | 123133 | | 1:200 | |
| Ly-6C | | PERCP Cy5.5 | | HK1.4 | | Rat/IgG2c, κ | | eBioscience | | 45-5932-80 | | 1:200 | |
| Ly-6G (Gr-1) | | PECy7 | | RB6-8C5 | | Rat/IgG2b, κ | | eBioscience | | 25-5931-82 | | 1:200 | |
| Ly-6G (Gr-1) | | APC-eFluor® 780 | | RB6-8C5 | | Rat/IgG2b, κ | | eBioscience | | 47-5931-82 | | 1:200 | |
| MHC Class II-1 | | eFluor® 450 | | AF6-120.1 | | Mouse/IgG2a, κ | | eBioscience | | 48-5320-82 | | 1:200 | |
| MHC Class II (I-A/I-E) | | BV650 | | M5/114.15.2 | | Rat/IgG2b, κ | | Biolegend | | 107641 | | 1:400 | |
| MHC Class II (I-A/I-E) | | A700 | | M5/114.15.2 | | Rat/IgG2b, κ | | eBioscience | | 56-5321-82 | | 1:200 | |
| Human: |  | |  | |  | |  | |  | |  | |  |
| CD16 | ef450 | | CB16 | | Mouse/IgG1, κ | | EBioscience | | 48-0168-41 | | 1:200 | |  |
| CD19 | APC Cy7 | | SJ25C1 | | Mouse/IgG1, κ | | BD Biosciences | | 557791 | | 1:25 | |  |
| CD3 | AF488 | | HIT3a | | Mouse/IgG2a, κ | | Biolegend | | 300320 | | 1:100 | |  |
| CD32a | unconjugated | | | | Polyclonal goat IgG | | R&D | | AF1330 | | 1:100 | |  |

**Supplementary table 1.2: Other stain reagents**

| Product | Fluorophore | Supplier | Product Number | Dilution |
| --- | --- | --- | --- | --- |
| Ovalbumin | Alexa Fluor™ 647 | Invitrogen | O34784 | As described |
| LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit |  | Invitrogen | L34957 | 1:300 |
| 123count eBeads™ Counting Beads |  | eBioscience | 01-1234-42 | 25000-50000 beads/test |
| Zombie UV™ Fixable Viability Dye |  | Biolegend | 423107 | 1:500 |
| Zombie Aqua™ Fixable Viability Dye |  | Biolegend | 423101 | 1:500 |
| VectaShield Hardset Mounting Medium with DAPI |  | Vector Labs | H-1500-10 |  |
| QDot 655 probe |  | Invitrogen Molecular Probes |  | 1:5 |
| Phalloidin | Alexa Fluor™ 568 | Invitrogen | A12380 | 1:100 |
| Phalloidin | Alexa Fluor™ 647 | Invitrogen | A22287 | 1:50 |
| Anti-Goat IgG | Alexa Fluor™ 488 | Thermo Scientific | A32814 | 1:100 |
| DQ™ Ovalbumin | BODIPY FL^®^ | Invitrogen | D12053 | As described |

How the deposited data were processed for this re-analysis (not part of the article)

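RNA-seq of murine BMDCs was analysed for 20 libraries, from 5 mice in each of 4 conditions (DMSO Ova, DMSO IC, iBET Ova and iBET IC). As the methods state, the authors trimmed the reads, removed adaptors and poor-quality bases, aligned the reads to mm10 with HISAT2 and counted them on genes with featureCounts. The authors deposited the raw counts per gene and library. The authors also deposited a second table of signal values, which are the counts of each library divided by a size factor. The factor was checked to be constant within each library (largest relative spread 9.9e-15) and equal to DESeq2's median-of-ratios size factor of the deposited counts (largest relative difference 2.2e-16), so this table holds no removal of batch effects. The annotation used for counting, its strand setting and the treatment of reads that fit several genes are not named in the paper's text. The methods name DESeq2 with an appropriate design matrix and batch removal with sva, and name neither the design nor the batches.

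Gene positions were taken from GENCODE release M21 (GRCm38, Ensembl 96), in which 23376 of the 24421 symbols were found directly and 651 through an older symbol; 394 were not matched. Genes were kept by filterByExpr, normalized with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the 4 groups as the only factor, and p values were adjusted with the Benjamini-Hochberg method. The threshold was an adjusted p of 0.05. The contrasts were iBET against DMSO with Ova and with IC, IC against Ova with DMSO and with iBET, and the interaction, which is the effect of iBET with IC minus its effect with Ova. Log2 CPM values used a prior count of 2. Gene lists were scored with the classic running sum of pre-ranked GSEA on the sign of the log2 fold change divided by p, with random lists of the same size and a fixed seed. Lists of chemokine and adhesion genes were built from gene symbols, and the genes of Fig. 4B and Fig. 1E were read from those figures.

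The genes named in the text are those of Fig. 4B and Fig. 1E, the tested chemokine receptor genes, the genes named in Fig. 1B and its text, Il1b, Il6, Tnf and the BET genes. To these were added, for each of the 4 pairwise contrasts, the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold, changed the same way in 5 of 5 mice and with a mean of at least 100 counts, and for the interaction the 5 genes with the smallest adjusted p. Single-gene results for some genes that this rule covers are not reported here. The median library of 21764663 counts sets the precision of the CPM values. Replicates differed by more than counting error, with a chi-square per degree of freedom of at least 12.85 in 40 pairs of libraries of the same condition, so errors are given as the SD between mice.

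The alternatives tried were the mouse as a replicate block, the Wald test of DESeq2 1.42.0 without and with that block, DESeq2's size factors or library size only in place of TMM, surrogate variables from svaseq of sva 3.50.0 (3 variables), no filter on low counts, the 10 libraries of the groups compared, the deposited signal values on the log2 scale with a pseudocount of 1 in limma 3.58.1, each mouse left out in turn, an adjusted p under 1e-05, and an absolute log2 fold change of at least 1. For gene lists they were a weighted score on the signed root of the F statistic, camera of limma with an inter-gene correlation of 0.01, receptors only, and the adhesion list with the H2- genes. Fits of mice A and B only and of mice C, D and E only were added after the values were seen.

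The tests were tested on simulated data, in which 200 genes were changed. The edgeR test recovered 80.5% of them, with 0.617% false calls, and with the replicate block 95.5%, with 6.37% false calls. The Wald test of DESeq2 recovered 88% with 5.88% false calls, and with the block 95% with 8.65% false calls. For the interaction edgeR recovered 60.5%, and 91% with the block. Of 100 random gene lists, 4% had a permutation p under 0.05. These lists were drawn in the same way as the random lists of the test, from counts simulated gene by gene. The share therefore says nothing about lists whose genes vary together. The BMDM RNA-seq of the paper and the migration, imaging and flow cytometry experiments were not analysed here.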

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

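Of the tests in this part, the comparison of the shift of Brd2 with that of the median gene was read on values rounded to 2 decimals only after the result was seen, and the genes weighed were set by the naming rule.

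Single libraries far from the other 4 of their group were found in 4 of 132 groups of 5, over 31 genes, the total counts and the share of Rn45s, by Dixon's test at a critical value of 0.71; chance gives 6.6. They were Fcgr4 in mouse A with iBET and IC, at 0.740 CPM (the others 0.334 to 0.417 CPM), Adam8 in mouse C with iBET and IC, at 371 CPM (the others 284 to 304 CPM), Ankrd63 in mouse D with iBET and Ova, at 14.3 CPM (the others 9.04 to 10.4 CPM), and Abhd15 in mouse A with iBET and Ova, at 56.6 CPM (the others 43.6 to 46.6 CPM). Without mouse A, the log2 fold change of Fcgr4 with IC was -1.09 (edgeR adjusted p = 0.104; 0.0121 to 0.409 over its alternatives, lower in 4 of 5 mice). Without mouse C, the interaction of Adam8 was 0.22 (edgeR adjusted p = 1; 0.0234 to 1 over its alternatives, higher in 5 of 5 mice). No more libraries stood apart than chance gives, and no biological explanation was tested.

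The effect of iBET with IC differed from its effect with Ova for 5 genes by edgeR's interaction test. The difference was -0.89 for Rps6ka2 (adjusted p = 0.0289) and -1.26 for Lrp8 (edgeR adjusted p = 0.0316), each negative in 5 of 5 mice. It was 1.00 for Ankrd63, 0.99 for Abhd15 and 1.41 for Map2k6 (edgeR adjusted p = 0.0316 for each), positive in 5 of 5 mice. With the replicate block the edgeR adjusted p of these genes was 0.000207, 0.000399, 0.000168, 0.000442 and 0.0124 in that order. Over their alternatives the smallest adjusted p of each lay between 1.52e-12 and 0.00242 and the largest between 0.348 and 0.541. Without mouse D, the log2 fold change of Ankrd63 iBET by IC interaction was 1.04 (edgeR adjusted p = 0.0157), and without mouse A, the log2 fold change of Abhd15 iBET by IC interaction was 0.93 (edgeR adjusted p = 0.0664). Map2k6 had between 11 and 84 counts per library. The same 5 genes passed with DESeq2's size factors, with library size only and with limma on the signal values. When labels were swapped within some of the mice, 1 of the 16 splits, the real one, gave as many genes, a share that this design cannot bring under 0.0625. Whatever the data, this number of splits could not have told the pattern apart from a grouping by chance.

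Brd2, which the paper's RNA-seq results do not discuss, was higher with iBET, with log2 fold changes of 2.39 with Ova (edgeR adjusted p = 1.09e-14) and 2.35 with IC (edgeR adjusted p = 8.39e-15), in 5 of 5 mice under either stimulus, and with the replicate block 2.39 and 2.35. With library size only, the lower of both was 2.30, where the median gene was at -0.057. Brd2 moved by -0.0536 with Ova and -0.051 with IC, and the median of all genes by -0.0523 and -0.0516; with Ova the unrounded shift of Brd2 is the larger one. A change of scaling moves genes by nearly the same amount, so these shifts decide nothing. Scaling alone would have put the median gene near Brd2, and does not account for a change of this size. A response of Brd2 to the inhibitor may remain, as a hypothesis; reads shared with other genes were not tested.

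Among the genes with the largest changes that the paper does not discuss were the following. With Ova, log2 fold changes with iBET were 3.53 for Hspa1a, 3.15 for Bzrap1, -5.31 for Gpr35 and -5.11 for Ceacam15. With IC they were 3.97 for Hspa1a, 3.604 for Abhd15, -5.52 for Gpr35, -5.51 for Ciita and -5.07 for Galnt9. Between IC and Ova with DMSO they were 2.70 for Inhba, 2.69 for Ralgds, -1.53 for Txnip, -1.45 for Abhd15 and -1.21 for Ptpn22, and with iBET 2.40 for Inhba, -2.12 for Klf10, -1.80 for Txnip and -1.63 for Arrdc4. The largest edgeR adjusted p among them was 0.000617 without and 2.72e-06 with the replicate block. Under the alternatives set in advance the largest adjusted p was 0.0127. Within the sets of mice the largest was 0.021, for Inhba between IC and Ova with iBET in mice A and B. Each of these genes changed the same way in 5 of 5 mice. Hspa1a is nearly identical to Hspa1b, so the split of its reads is uncertain. For each of these contrasts 1 of the 16 label splits gave as many genes past the threshold; for iBET with Ova the largest other split gave 771 genes, against 7057. With 16 splits the share cannot fall under 0.0625 whatever the data, so this test decides nothing about the changes. Passing the threshold and changing the same way in 5 of 5 mice were conditions for choosing these genes. Neither is therefore separate support for them. No biological explanation was tested.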

How the results depend on the processing

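The fits within mice A and B and within mice C, D and E were chosen only after the values were seen; the other alternatives were chosen before the data were examined.

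With iBET against DMSO, the number of genes past the threshold stayed within 1.5 times its value under the alternatives run except a stricter threshold and a minimum change. An adjusted p under 1e-05 left 2080 genes (DEGs, iBET vs DMSO in Ova), 2107 (DEGs, iBET vs DMSO in IC), 78 (DEGs, IC vs Ova in DMSO), 52 (DEGs, IC vs Ova in iBET) and 0 (DEGs, iBET by IC interaction) (543 at an unadjusted p under 0.05). An absolute log2 fold change of at least 1 left 1865, 1867, 184, 101 and 3 genes in that order. With each mouse left out in turn the iBET counts ran from 6212 to 6771 with Ova and from 6119 to 6721 with IC.

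For IC against Ova with DMSO (DEGs, IC vs Ova in DMSO, 2531 genes; 1196 higher and 1335 lower), for IC against Ova with iBET (DEGs, IC vs Ova in iBET, 1474; 647 and 827) and for the interaction (DEGs, iBET by IC interaction, 5), the replicate block gave 4755, 3601 and 102, and DESeq2's Wald test with the block 4542, 3567 and 186. DESeq2's Wald test without the block gave 24 for the interaction. Surrogate variables gave 2687 with iBET and 50 for the interaction. Library size only gave 2343 with iBET; this scaling moved the median gene between IC and Ova by -0.108 with DMSO and -0.107 with iBET on the log2 scale, and 18.3% and 13.4% of the genes past the threshold were higher, against 47.3% and 43.9% with TMM. With each mouse left out in turn, the numbers ran from 1180 to 2477 with DMSO, from 643 to 1177 with iBET and from 0 to 2 for the interaction (350 to 580 at an unadjusted p under 0.05). Mice A and B alone gave 500, 296 and 0 (1181 at an unadjusted p under 0.05), and mice C, D and E alone 13 for the interaction. The cause was not tested.

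The NES of the chemokine genes and of the Fig. 4B genes kept their sign and side of the threshold under the alternatives run. That of the adhesion genes with IC (NES, adhesion genes, iBET vs DMSO in IC) did not pass under the weighted score (-1.32, permutation test, adjusted p = 0.0613) or under camera of limma (p = 0.0882), and ran from -1.90 to -1.50 with each mouse left out, failing without mouse A (permutation test, adjusted p = 0.0702). The cause was not tested.

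Of 107 single-gene results under 14 alternatives, 1352 of 1488 comparisons kept direction and side of the threshold, 58 fell below it (48 with a mouse left out), 66 rose past it and 12 reversed. Ccl17 with Ova reversed with surrogate variables (0.0026) and in mice A and B (0.064). The log2 fold change of Tnf iBET vs DMSO in IC reversed with the block (-0.020), DESeq2 with the block (-0.017), library size only (-0.043), limma (-0.0077) and in mice A and B (-0.14), and ran from -0.13 to 0.12 with each mouse left out. The log2 fold change of Irg1 iBET by IC interaction reversed with the block (-0.015), DESeq2 with the block (-0.044), limma (-0.057) and in mice C, D and E (-0.15), and ran from -0.33 to 0.24 with each mouse left out. The causes were not tested.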

Differences from the paper's values

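The fits within mice A and B and within mice C, D and E, named below where they reach a call, were chosen only after the values were seen. The only value of the same measure that the paper states, 5 replicates per group, equals the number of mice here. The differences below are in which genes pass the threshold in the fit without the replicate block. The errors of that fit include differences between mice of the same group.

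In Fig. 4B the paper marks Adam8, and no other gene drawn, for an interaction of iBET and IC. Here the interaction of Adam8 was 0.28 on the log2 scale (edgeR adjusted p = 1), positive in 5 of 5 mice. Of the alternatives set before the data were examined, DESeq2's Wald test with the replicate block called it (0.27, DESeq2 adjusted p = 0.0234), and the others did not; over the alternatives the adjusted p ran from 0.0234 to 1.

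The paper gives the co-stimulatory genes as lower with iBET. Here the log2 fold change of Cd40 iBET vs DMSO in Ova did not pass at -1.15 (edgeR adjusted p = 0.0627; lower in 5 of 5 mice). It passed with the block (edgeR adjusted p = 7.57e-06), with DESeq2's Wald test (adjusted p = 0.0444) and that test with the block (DESeq2 adjusted p = 3.72e-08). It also passed with surrogate variables (edgeR adjusted p = 9.5e-06), without mouse B (edgeR adjusted p = 0.0369) and in mice C, D and E (edgeR adjusted p = 1.02e-05). In mice A and B it did not pass (-0.36, edgeR adjusted p = 0.482). Over the alternatives set before the data were examined, the adjusted p ran from 3.72e-08 to 0.192.

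The paper draws Ccr7 and Marcksl1 in Fig. 4B as lower with iBET. The log2 fold change of Ccr7 iBET vs DMSO in Ova did not pass (-0.48, edgeR adjusted p = 0.443; lower in 5 of 5 mice) and neither did the log2 fold change of Ccr7 iBET vs DMSO in IC (-0.42, edgeR adjusted p = 0.506; lower in 5 of 5 mice). It passed with the block (edgeR adjusted p = 2.14e-05 and 7.2e-05), with DESeq2 and the block (DESeq2 adjusted p = 2.38e-08 and 8.47e-07), with surrogate variables (edgeR adjusted p = 0.000837 and 0.00336), in mice A and B (edgeR adjusted p = 0.00111 and 0.00201) and in mice C, D and E (edgeR adjusted p = 0.000987 and 0.00237), the ranges being 2.38e-08 to 0.584 and 8.47e-07 to 0.58. The log2 fold change of Marcksl1 iBET vs DMSO in IC did not pass (-0.85, edgeR adjusted p = 0.0633; lower in 5 of 5 mice) and that with Ova did (-1.04, edgeR adjusted p = 0.0254). With IC it passed with the block (edgeR adjusted p = 2.08e-06), with DESeq2 and the block (DESeq2 adjusted p = 5.56e-13), with surrogate variables (edgeR adjusted p = 1.15e-06), with only the groups compared (edgeR adjusted p = 0.0474), without mouse A (edgeR adjusted p = 0.0432), in mice A and B (edgeR adjusted p = 0.012) and in mice C, D and E (edgeR adjusted p = 1.44e-06), the range being 5.56e-13 to 0.155. The difference in the effect of iBET between stimuli was not called for Ccr7 or Marcksl1 (edgeR adjusted p = 1 and 1).

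Lamp1 and Ccl17 are drawn in the same figure and are not lower throughout there. Lamp1 was higher here with Ova (0.11, edgeR adjusted p = 0.441; higher in 4 of 5 mice), and the log2 fold change of Ccl17 iBET vs DMSO in IC was below 0 without passing (-0.28, edgeR adjusted p = 0.246; lower in 5 of 5 mice). Ccl17 with IC passed with the block (edgeR adjusted p = 0.00192) and with DESeq2 and the block (DESeq2 adjusted p = 0.00041). It also passed with surrogate variables (edgeR adjusted p = 0.00451) and in mice C, D and E (edgeR adjusted p = 0.0223). In mice A and B it did not pass (-0.15, edgeR adjusted p = 0.597). Over the alternatives set before the data were examined, its adjusted p ran from 0.00041 to 0.436. Icos, drawn there, was not tested for lack of counts.

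The paper states that Fcgr transcripts were lower with iBET in DCs, and its text does not name Fcgr4 there. Fcgr1, Fcgr2b and Fcgr3 were lower here past the threshold under either stimulus. Fcgr4 had at most 40 counts in a library, so its values are near the floor. Here the log2 fold change of Fcgr4 iBET vs DMSO in IC did not pass (-0.86, edgeR adjusted p = 0.113; lower in 4 of 5 mice). It passed with the block (edgeR adjusted p = 0.0121), DESeq2 and the block (DESeq2 adjusted p = 0.0326) and surrogate variables (edgeR adjusted p = 0.0178), and in neither set of mice (edgeR adjusted p = 0.0734 and 0.265); over the alternatives the adjusted p ran from 0.0121 to 0.409.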

Other observations

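Of the tests in this part, the comparison of mature dendritic cell markers between the sets of mice was chosen only after the result was seen, as was the reading of the matched lists of Fig. 4B genes as undecided.

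IC against Ova with DMSO gave 2531 genes past the threshold and with iBET 1474 (1113 in both, 1113 of them in the same direction), and the block 4755 and 3601. Whether the changes are smaller with iBET was tested on mice not used to select the genes: in 9 of 10 choices of 2 left-out mice the median change with iBET was smaller, between 71.3% and 113% of that with DMSO. The exception left out mice A and B, so a smaller change in every choice was not seen. For each of these comparisons 1 of the 16 label splits gave as many genes, a share that cannot fall under 0.0625.

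Mice A and B lay apart from mice C, D and E. These are sets of mice defined from the data and not conditions. The effect of iBET differed between the sets for 107 genes by edgeR (1222 at an unadjusted p under 0.05), and 1 of the 10 splits of the mice into such sets gave as many; the share cannot fall under 0.1, so this test could not have told the pattern apart from a grouping by chance, whatever the data. Sex of the mice was tested with Xist, whose lowest CPM over the libraries was 263, with Y-linked genes at most 1 count. Library size was tested, and 5 of the 8 libraries of mice A and B lay inside the range of the others; for the ribosomal RNA share 2 of 8 did. The markers gave medians of the log2 difference of mice A and B against the others of -1.22 for neutrophil precursors (7 genes), 0.351 for macrophages and 0.242 for the cell cycle, each outside the inner 95% of matched random lists, and -1.65 for mature dendritic cells. A difference in the make-up of the cultures may therefore be part of the pattern, and mature dendritic cell markers decide nothing since they were chosen after it. A technical and a biological explanation cannot be told apart here.

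The gene lists were set against random lists matched on expression level, transcript length and GC content. The median log2 fold change of the chemokine genes was -0.87 with Ova (matched lists -0.215 to 0.167) and -0.66 with IC (-0.213 to 0.153), and that of the adhesion genes -0.51 (-0.235 to 0.111) and -0.27 (-0.236 to 0.101; percentile 1.12). These properties do not account for the lists' medians. For the genes of Fig. 4B, -1.05 and -0.97 decide nothing, since the paper selected them for these libraries.

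Interferon genes (52 tested) had a NES with iBET of -3.89 with Ova and -3.38 with IC (permutation test, adjusted p = 2e-04 each, from an unadjusted p of 1e-04, the smallest the random lists can give), and with the block -3.88 and -3.37. Lysosome genes (45 tested) had 1.83 (permutation test, adjusted p = 0.0187) and 1.64 (permutation test, adjusted p = 0.0381), and with the block 1.42 (permutation test, adjusted p = 0.128) and 1.11 (permutation test, adjusted p = 0.31). Their median log2 fold change was near 0, at -0.031 with Ova and 0.019 with IC. Of these genes, 7 were higher and 3 lower past the threshold with Ova, and 9 higher and 5 lower with IC. The positive NES therefore does not mean that the list was higher as a whole.

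The paper reports Irg1, Jag1 and Tnf from BMDMs, which received a higher iBET concentration than BMDCs. Its qPCR of Il1b and Tnf with iBET is from whole kidney. The values here are from BMDCs, so they do not test those results. Among genes named by the paper, Irg1 rose with IC by 3.53 with DMSO (edgeR adjusted p = 5.28e-08) and 3.57 with iBET (edgeR adjusted p = 1.91e-07). Tnf rose by 1.78 (edgeR adjusted p = 0.000737) and 1.10 (edgeR adjusted p = 0.0264). Il1b rose by 1.45 (edgeR adjusted p = 0.00216) and 2.15 (edgeR adjusted p = 0.000238). Clec4e rose by 1.81 (edgeR adjusted p = 0.000341) and 2.28 (edgeR adjusted p = 9.05e-05). Each of these rises was seen in 5 of 5 mice. Jag1 passed with DMSO (1.02, edgeR adjusted p = 0.0101) and not with iBET (0.38, edgeR adjusted p = 0.4; interaction edgeR adjusted p = 1). With iBET against DMSO, Il6 was -3.18 with Ova (edgeR adjusted p = 5.79e-09) and -2.96 with IC (edgeR adjusted p = 6.79e-09), Irg1 -2.21 (edgeR adjusted p = 2.81e-06) and -2.17 (edgeR adjusted p = 6.84e-07), Clec4e -1.78 (edgeR adjusted p = 6.91e-05) and -1.31 (edgeR adjusted p = 0.000839) and Il1b -1.43 (edgeR adjusted p = 0.000899) and -0.73 (edgeR adjusted p = 0.0402), each lower in 5 of 5 mice. With the block the largest edgeR adjusted p among these changes was 0.00921, apart from the interaction of Jag1 (0.0106). Il1b between iBET and DMSO with IC passed under 6 of 14 alternatives set in advance, with adjusted p from 0.00921 to 0.134. It passed neither in mice A and B (edgeR adjusted p = 0.0523) nor in mice C, D and E (edgeR adjusted p = 0.149). Tnf and Jag1 did not pass between iBET and DMSO, with Tnf at 0.68 with Ova (edgeR adjusted p = 0.0795; with the block 0.00489) and 0.0054 with IC (edgeR adjusted p = 0.989; with the block 0.919), and Jag1 at 0.39 with Ova (edgeR adjusted p = 0.216; with the block 0.000354) and -0.26 with IC (edgeR adjusted p = 0.414; with the block 0.00818).

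The log2 ratio of Fcgr1 to Fcgr2b changed with iBET by -0.74 with Ova (SD 0.376, n = 5) and by -0.60 with IC (SD 0.143, n = 5), lower in 5 of 5 mice each; that of Fcgr3 to Fcgr2b by 0.11 with Ova (higher in 3 of 5 mice) and 0.16 with IC (higher in 5 of 5). The exact two-sided sign-flip p was 0.5 for the Ova value of Fcgr3 and 0.0625, the smallest this test can give, for the other ratios (0.0833 after adjustment over 4 tests). With 5 mice this test cannot pass a threshold of 0.05 whatever the data, so it decides nothing about these ratios. The means, SDs and directions over the mice describe them without a test. The split of counts between Fcgr2b and Fcgr3 is uncertain, since the counting of reads that fit both is not named in the paper's text.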
